# IL-12 from endogenous cDC1, and not vaccine DC, is required for Th1 induction

**DOI:** 10.1172/jci.insight.135143

**Published:** 2020-05-21

**Authors:** DiyaaElDin Ashour, Panagiota Arampatzi, Vladimir Pavlovic, Konrad U. Förstner, Tsuneyasu Kaisho, Andreas Beilhack, Florian Erhard, Manfred B. Lutz

**Keywords:** Immunology, Vaccines, Cytokines, Dendritic cells, Th1 response

## Abstract

Success of DC vaccines relies on the quality of antigen presentation, costimulation, lymph node migration, and the release of IL-12, in case of Th1 priming. Here, we provide evidence for interaction between the injected vaccine DCs with endogenous lymph node–resident DCs for Th1 induction. While migration of the injected DCs was essential for antigen delivery to the lymph node, the injected DCs contributed only partially to Th0 priming and were unable to instruct Th1 generation. Instead, we provide evidence that the lymph node–resident XCR1^+^ DCs are activated by the injected DCs to present the cognate antigen and release IL-12 for Th1 polarization. The timing of interactions in the draining lymph nodes appeared step-wise as (a) injected DCs with cognate T cells, (b) injected DCs with bystander DCs, and (c) bystander DCs with T cells. The transcriptome of the bystander DCs showed a downregulation of Treg- and Th2/Th9-inducing genes and self-antigen presentation, as well as upregulation of MHC class II and genes required for Th1 instruction. Together, these data show that injected mature lymph node migratory DCs direct T cell priming and bystander DC activation, but not Th1 polarization, which is mediated by endogenous IL-12p70^+^XCR1^+^ resident bystander DCs. Our results are of importance for clinical DC-based vaccinations against tumors where endogenous DCs may be functionally impaired by chemotherapy.

## Abstract 2

Successful Th1 priming by DC vaccines in mice depends on IL-12 from endogenous and XCR1^+^ cDC1 population.

## Introduction

DCs play a central role in priming and polarization of naive CD4^+^ T cells into subsequent Th subsets (1). DCs are composed of defined subsets with different ontogenies, surface markers, functions, and spatial organization within lymphoid organs (2–4). Plasmacytoid DCs (pDCs) and 2 subsets of conventional DCs (cDCs) can act tolerogenic (5–8) but also as sentinels for pathogen recognition for subsequent CD4^+^ T cell priming and polarization toward Th1, Th2, or Th17 helper responses, depending on the subset and the pathogen-directed signals (9, 10).

pDCs are a major source of IFN-α for antiviral responses (11), while cDCs are classified into XCR1^+^ cDC1 and CD11b^+^ cDC2 (2, 3). cDC2s have been further subdivided into ESAM^lo^CD11b^+^ cDC2 that are dependent on Klf4 transcription and functionally induce Th2 responses (12), while ESAM^hi^CD11b^+^ cDC2 are dependent on the Notch2 transcription factor and preferentially induce Th17 responses (13). The CD8^+^ or CD103^+^ XCR1^+^ cDC1 subset is specialized in MHC class I–dependent (MHC-I–dependent) cross-presentation for CD8^+^ T cell responses (14), as well as in CD4^+^ Th1 polarization against intracellular pathogens and tumors (10).

Under inflammatory conditions, another subset of DCs of monocytic origin (MoDC) is generated that are characterized by expression of macrophage-related markers CD64^+^CD11b^+^MAR1^+^ (15). MoDCs represent a reservoir for rapid recruitment of DCs during inflammation (16). In vitro GM-CSF generated BM-derived DCs (BM-DCs) resemble MoDCs (17) and such BM-DCs can be instructed by pathogens or inflammatory signals to induce Th1, Th2, and Th17 responses, depending on the quality and magnitude of the stimulation (18, 19).

The induction of Th1 responses by DCs relies on 3 distinct stimuli from DCs. MHC peptide complexes ligating the TCR (signal 1) and CD80/CD86 costimulation (signal 2) lead to T cell activation and proliferation, reaching a stage termed Th0, where IL-2 production by the T cells can be measured, but without secretion of Th1 cytokines such as IFN-γ (20). Signal 3 has been proposed for the induction of polarized CD4^+^ Th responses (21), and the heterodimeric IL-12p70 cytokine turned out to be critical for the induction of Th1 cells (22). IL-12 production by DCs can be induced by different pathogen signals but not proinflammatory cytokines (23).

Human MoDCs can be derived from CD14^+^ peripheral blood monocytes (24) and are the prime candidates for adoptive DC vaccine trials in tumor patients (25). Still, the most common DC vaccination approach is based on MoDCs (26, 27), and they are typically matured by a cytokine cocktail consisting of IL-1β/TNF-α/IL-6/PGE_2_ (28). Although tumor therapy with cocktail-matured MoDCs has proven to be successful in melanoma patients, it is still unclear how such cytokine cocktail–matured MoDCs that are unable to produce IL-12 (29) are readily able to induce Th1 responses in these patients (27, 29, 30). Also, the use of BM-DC from IL-12–deficient mice for vaccination against *Leishmania* infection indicated that the development of Th1 responses relied on an undetermined source of IL-12 production by the recipient mice, not the injected DCs (31). These findings force researchers to question the common belief that injected vaccine MoDCs do provide signals 1, 2, and 3 for Th1 priming. In fact, it has been proposed that CCR7-dependent MoDC migration and production of IL-12 are mutually exclusive functions (32). We have shown before that injected BM-DCs reaching the draining lymph node lack IL-12 production, and they rather induce cytokine production by host endogenous DCs (33), suggesting transfer of Th1-instructing information to endogenous DCs. Indeed, cooperation between pDCs and cDC subsets can improve antiviral CD8^+^ T cell immune responses, although IL-12 production was not investigated (34). Although there is ample evidence for endogenous bystander IL-12 production, the endogenous IL-12 source for Th1 induction has not been identified.

In this study, we generated a chimeric situation by injection of different gene-modified BM-DCs into different strains of gene-modified recipient mice. This allowed us to identify the separate functional contributions of injected versus endogenous DCs for Th1 polarization. We identified the cellular source of IL-12p70 production after s.c. BM-DC vaccination as endogenous resident XCR1^+^ bystander DCs in the skin draining lymph nodes. DC-DC and DC–T cell interaction studies revealed a time course of Th0 priming by injected BM-DCs, followed by antigen transfer and bystander activation of the IL-12^+^XCR1^+^ bystander DCs by BM-DCs, and finally IL-12^+^XCR1^+^ bystander DC interactions for Th1 induction. Transcriptional profiling of the bystander DCs underscores their Th1 polarization potential. This study shows that DC vaccination requires the bystander activation of endogenous DCs for Th1 priming.

## Results

### IL-12p70 production by injected OVA-loaded BM-DCs is not required for Th1 polarization.

To address whether the injected DCs are capable of providing all 3 signals for the priming, proliferation, and polarization of antigen-specific CD4^+^ T cells toward a Th1 response, we used BM-DCs as a source of MoDCs (17). Following the i.v. injection of CellTrace Violet–labeled (CTV-labeled) OT-II^+^Thy1.1^+^ cells in mice with a Thy1.2 background, OVA-loaded BM-DCs that were matured with LPS (OVA-LPS/DC) were injected into footpads to induce a Th1 response in the popliteal skin draining lymph node. BM-DCs were detected by their fluorescence label between 24 and 72 hours after injection but disappeared after 6 days (Supplemental Figure 1; supplemental material available online with this article; https://doi.org/10.1172/jci.insight.135143DS1). T cell proliferation and cytokine production were analyzed at day 6 (d6) (Figure 1A). We tested whether migration of the injected BM-DCs to the popliteal lymph nodes is required for antigen presentation. OVA-LPS/DCs were generated from migration-deficient *Ccr7*^–/–^ mice, as shown before (35). The results indicate that the lymph nodes were enlarged by the *Ccr7*^–/–^ BM-DC injection, similar to *Ccr7*^+/+^ BM-DC injections, clearly indicating inflammation in the lymph node. However, no T cell expansion was observed in *Ccr7*^–/–^ BM-DC injected animals (Figure 1B). As a control, OT-II^+^Thy1.1^+^CD4^+^ T cells did not expand without BM-DC injection, and lymph node size did not increase (Figure 1B). This indicated that the migration of injected BM-DCs to the lymph node is required for T cell expansion. It also excludes that nonmigratory BM-DCs hand over antigen at the injection site to endogenous DCs that take over or add to the T cell priming.

To test whether the injected BM-DCs also directly provide the Th1 polarizing IL-12 signal, LPS-matured OVA-loaded BM-DCs were injected and T cell cytokines were measured by intracellular FACS analysis. OT-II^+^Thy1.1^+^CD4^+^ T cells induced IFN-γ and IL-2 production, indicative of a Th1 polarization (Figure 1C). Surprisingly, a similar cytokine response was observed when the injected OVA-LPS/DCs were generated from mice lacking the p35 subunit (*Il12a*) of the IL-12p70 heterodimer. No significant reduction in lymph node cellularity and in OT-II^+^Thy1.1^+^CD4^+^ T cell expansion (Figure 1C) or in IFN-γ and IL-2 production (Figure 1C) was observed following *Il12a*^–/–^ BM-DC injection. Together, our data are in agreement with previous reports (27, 31) indicating that IL-12p70 production by injected BM-DCs is not required for CD4^+^ T cell priming and Th1 polarization. It remains to be determined whether another cellular source can provide IL-12 to direct Th1 polarization.

### IL-12p70 production by endogenous cells is required for Th1 polarization.

Since IL-12p70 production by the injected BM-DCs was not needed to generate a Th1 response, we tested whether an endogenous cellular source can provide IL-12p70. To test this, we injected either WT or *Il12a*^–/–^ BM-DCs into *Il12a*^–/–^ recipient mice after OT-II^+^Thy1.1^+^ injection, as described before. On d6, lymph node cellularity increased in all groups, similar to when using WT recipients. However, the percentage OT-II^+^Thy1.1^+^CD4^+^ T cells was significantly reduced in *Il12a*^–/–^ recipient mice (Figure 1D). This may indicate that BM-DC–derived p35 could contribute directly or indirectly to the general expansion of antigen-specific T cells in the draining lymph node.

Analyzing the cytokine production of the OT-II cells in the same experimental settings, the frequency of IL-2–producing T cells remained unchanged, while the percentage of IFN-γ producers significantly declined (Figure 1D). These data indicate that, in the absence of endogenous IL-12p35, the priming of T cells by injected BM-DCs remains intact and the antigen-specific CD4^+^ T cells develop into an intermediate IL-2^+^IFN-γ^–^ Th0 phenotype. The reduced frequency of OT-II T cells in IL-12p35–deficient mice also indicates that the function of IL-12 goes beyond Th1 instruction. Polarization into Th1 cells requires an endogenous cellular source for IL-12p70. While BM-DC–derived IL-12p35 does not play a role for Th1 polarization, it may contribute by indirect effects on inflammation and T cell expansion.

### MHC-II^hi^CD103^+^ cDC1s are the major source of IL-12p40 in the draining lymph node.

To identify the endogenous cell subset responsible for the production of the third signal for Th1 response, we made use of Yet40 mice that express YFP under control of the promoter of the p40 subunit of IL-12 (36). In the skin draining lymph nodes of untreated healthy mice, we noticed that the only IL-12p40–YFP–producing cells were CD11c^int^MHC-II^hi^ cells that also expressed CCR7 (Figure 2A). The IL-12p40^+^ population corresponds to the CCR7^+^ tolerogenic steady state migratory DCs (5, 37). The constitutive expression of IL-12p40 at the steady state was observed previously, and it was suggested that the formation of p40 homodimers has an antagonistic effect on IL-12p70 (38). A significant increase in IL-12p40–YFP production above this basal level was considered as proinflammatory IL-12p40, required for the production of Th1-inducing IL-12p70. We then further analyzed the subsets gated for CD103^+^CD11b^–^ cDC1, CD103^–^CD11b^+^ cDC2, and the double negative (DN) DCs for both markers within the CD11c^int^MHC-II^hi^ population (Figure 2B). Within the CD11c^int^MHC-II^hi^ DC gate, the CD103^+^ CD11b^–^ cDC1 subset was the main source for steady state IL12-p40–YFP production (Figure 2D, right panel).

To test for bystander production of IL-12 after DC vaccination, eFluor 670–labeled/LPS-matured BM-DCs were injected s.c. into the flank or footpad of Yet40 mice, and the YFP production in the inguinal or popliteal lymph nodes, respectively, was analyzed after 24, 48, and 72 hours. eFluor 670 labeling of injected BM-DCs was used to exclude them from the analyses of the endogenous DC subsets. All 3 DC subsets increased their frequency in the draining lymph nodes in response to the injection-induced inflammation (Figure 2, C–E, left panels). Only the CD103^+^XCR1^+^CD11b^–^ cDC1 subset showed a significant increase in IL-12p40–YFP production in a time-dependent fashion (Figure 2D, right panel). No YFP production was observed by CD11b^+^CD103^–^ cDC2s (Figure 2C, right panel). CD11b^–^CD103^–^ (DN) DCs showed substantial YFP production under steady-state conditions, which significantly dropped 24 and 48 hours after BM-DC injection (Figure 2E, right panel). Although only IL-12p40 was analyzed here, these data suggest that CD103^+^ cDC1s were the major candidate for bystander IL-12p70 production for Th1 polarization after BM-DC injection.

### CCR7-independent resident DCs provide the third signal for Th1 polarization and contribute to antigen presentation.

The CD11c^int^MHC-II^hi^ population is composed mainly of migratory DCs, as described before (5). However, resident CD11c^hi^MHC-II^int^ DCs increase their MHC-II expression when they mature and, thus, enter this gate. To identify whether the CD11c^int^MHC-II^hi^ endogenous DC subset required for Th1 polarization after BM-DC injection is a migratory or a resident one, we used *Ccr7*^–/–^ recipient mice that lack endogenous migratory DCs. These mice were injected with BM-DCs generated from *Il12a*^–/–^ animals. While the lymph node cellularity decreased, the frequency of OT-II cells was increased (Figure 3A), but no significant reduction in the frequency of IL-2 and only a trend for IFN-γ–producing T cells was observed when compared with the WT recipients injected with *Il12a^–/–^* DCs (Figure 3A). This indicates that endogenous CCR7^+^ migratory DCs of the recipient mouse do not significantly contribute to Th1 polarization after BM-DC injection. On the other hand, injecting *Il12a*^–/–^ BM-DCs into *Il12a*^–/–^*Ccr7*^–/–^ recipient mice showed comparable values for lymph node cellularity and OT-II frequency compared with injection of *Il12a*^–/–^ BM-DCs into WT mice, but there was a strong drop in IL-2–producing T cells and basically a complete loss of IFN-γ producers, indicating a residual Th0 response (Figure 3A). These findings point to a resident CCR7^–^ DC subset as the main producers of IL-12 required for Th1 polarization.

The question remained whether the endogenous DCs only deliver IL-12 or also contribute to antigen presentation. To test this, we used MHC-II–deficient mice as recipients and injected WT BM-DCs. Due to a general lack of CD4^+^ T cells in these mice, the lymph node cellularity was significantly reduced compared with WT recipient mice (Figure 3A). Similar to the IL-12 deficiency of recipient mice, the lack of MHC-II antigen presentation also dramatically affected OT-II frequencies and reduced the frequencies of IL-2^+^ and IFN-γ^+^ T cells (Figure 3A). These results suggest that endogenous resident DCs substantially contribute to antigen presentation.

To this point, the results indicate that endogenous lymph node–resident CCR7^–^CD103^+^ cDC1s represent the bystander DC population that is producing IL-12 for the Th1 polarization of OT-II cells. The bystander cDC1 also substantially contributes to antigen presentation, suggesting an OVA antigen transfer from the injected BM-DCs to the bystander cDC1s.

### XCR1^+^CD103^+^ cDC1s provide the third signal for Th1 induction after BMDC injection.

So far, all evidence points to CCR7^–^CD103^+^ cDC1s as endogenous IL-12 producers for Th1 polarization in the BM-DC injection setup. To conclusively show the critical role of cDC1s for Th1 polarization, we used XCR1-DTR-Venus mice, where the XCR1^+^CD103^+^ cDC1 subset can be conditionally depleted by diphtheria toxin (DTX) injection (39). The mice were injected with OT-II^+^Thy1.1^+^ cells followed by *Il12a*^–/–^ OVA-LPS/DC injection as described before; then XCR1^+^ DCs were depleted using DTX. In these mice, there was a slight reduction in lymph node cellularity at d6 after BM-DC injection, while CD4^+^OT-II^+^Thy1.1^+^ T cells expanded similar to WT mice (Figure 3B). The production of IL-2, however, was significantly reduced, indicating an impairment in T cell priming, and IFN-γ production was completely lost (Figure 3B). These results conclusively show the requirement of XCR1^+^CD103^+^ cDC1s as the critical bystander DC subset to allow Th1 polarization after BM-DC vaccination.

### YFP^+^ endogenous DCs communicate with injected BM-DCs at 48–72 hours.

The contribution of bystander DCs to antigen presentation suggests antigen transfer from injected BM-DCs that would require their interaction in the draining lymph nodes. One possibility of DC-DC interaction leading to bystander activation is that LPS bound to TLR4 on the migrated BM-DCs is presented to other DCs in the lymph node. In vitro data indicate that LPS-matured BM-DCs can activate cocultured immature BM-DCs to secrete IL-12p40, while CpG-matured BM-DCs were unable to show this effect (Supplemental Figure 2). These data suggest that LPS remains bound to surface TLR4 and can be presented to bystander DCs, while CpG seems to be efficiently internalized by DEC-205/CD205 to bind TLR9 within intracellular vesicles (40). Since DEC-205 is expressed specifically on XCR1^+^ cDC1s, as detected by the NLDC-145 antibody (41), we hypothesized that injection of CpG-matured BM-DCs should abrogate bystander Th1 polarization in vivo. However, the use of CpG-matured, OVA-loaded BM-DCs (OVA-CpG/DC) provoked a similar lymph node swelling, OT-II^+^Thy1.1^+^CD4^+^ T cell expansion and Th1 frequencies, as observed after OVA-LPS/DC injection, while the frequency of IL-2^+^ OT-II cells was slightly reduced (Supplemental Figure 3). These data indicate that injected BM-DCs possess additional mechanisms of bystander DC activation beyond the presentation of surface-bound pathogen.

To study potential DC-DC and DC–T cell communication patterns in the lymph node, OT-II^+^Thy1.1^+^ T cells were injected i.v. and CTV-labeled LPS–BM-DCs generated from *Il12a*^–/–^ mice were injected the next day into the footpads of the mice. The interaction between the injected T cells, BM-DCs, and YFP^+^ endogenous DCs was analyzed 24, 48, and 72 hours after their injection within the T cell area of popliteal draining lymph nodes by confocal microscopy. We observed distinct clusters of OT-II^+^Thy1.1^+^ cells with CTV-labeled BM-DCs within the T cell area at the 24-hour time point, as described before (42, 43). During this period, T cells form long-lasting stable conjugates with DCs (Figure 4A). At 48 hours, the presence of CTV-labeled BM-DCs peaked in the lymph nodes and declined thereafter (Figure 4B). OT-II^+^Thy1.1^+^ T cell expansion was observed peaking at 72 hours (Figure 4B). The number of IL-12p40^+^ cells remained constant, showing only a trend of higher frequencies at 48 hours (Figure 4B). We then analyzed the change in relative distance of YFP^+^ endogenous DCs to the injected CTV-labeled BM-DCs and compared it with the relative distance between the total XCR1^+^ endogenous cDC1s, which includes the presumed bystander-activated CD103^+^XCR1^+^ cDC1s and the injected BM-DCs; as a control, the distance between the unrelated CD11b^+^ cDC2s and the injected BM-DCs was measured. The relative distance between CD11b^+^ and total XCR1^+^ endogenous DCs to injected BM-DCs showed no signs of approximation but rather increased at the 48-hour and 72-hour time points when compared with the 24-hour time point (Figure 4C, green arrow directions). This is attributed to their random movement in the lymph node that gets enlarged at the 48-hour and 72-hour time point. When the relative distance between the specifically IL-12p40–producing YFP^+^ endogenous XCR1^+^ cDC1s and the injected BM-DCs was measured, a significant reduction of their distance at both 48-hour and 72-hour time points was observed when compared with 24 hours (Figure 4C, green arrow directions). These data indicate that injected BM-DCs communicate with endogenous XCR1^+^IL-12p40^+^ cDC1s in the lymph node paracortex areas to mediate the observed Th1 induction between 48 and 72 hours.

### Cognate T cells show early communication with injected BM-DCs and later with YFP^+^ endogenous DCs.

If the YFP^+^ endogenous DCs are indeed receiving signals from the injected BM-DCs at later time points, we expected them to provide the IL-12 signal to T cells later, during the T cell expansion phase. This was already indicated by the fact that IL-12p40–YFP peaked at 72 hours (Figure 2C), indicating its requirement later in the T cell expansion phase. To confirm that, we measured the relative distances of OT-II^+^Thy1.1^+^ T cells to either injected BM-DCs or YFP^+^ endogenous DCs. The relative distance between T cells and BM-DCs showed a tendency to increase after 48 hours and significantly at 72 hours compared with the 24-hour time point, possibly due to the increase in lymph node size or the termination of antigen presentation. On the other hand, the relative distance between T cells and YFP^+^ endogenous DCs was significantly reduced after 48 hours and 72 hours, as compared with the 24-hour time point (Figure 4C).

These findings suggest a coordinated timing of interactions between 2 DC types and the cognate T cells as sequential steps — first, between the injected BM-DCs and cognate T cells; second, the BM-DCs with YFP^+^XCR1^+^ endogenous bystander cDC1s; and third, YFP^+^XCR1^+^IL-12p40^+^ endogenous bystander cDC1s with the primed Th0 cells for further polarization into Th1 cells (Figure 4D).

### Transcriptional profiling of the endogenous XCR1^+^ bystander cDC1s.

Since the IL-12^+^CD103^+^XCR1^+^ bystander cDC1 are recruited from the lymph node–resident population but IL-12p40^+^ cells are only detectable among MHC-II^hi^–expressing DCs (Figure 2C), the immature resident bystander DC population underwent maturation/activation by the DC vaccination process. To study the transcriptional changes occurring in the endogenous matured bystander cDC1, we sorted the MHC-II^hi^CD11c^+^ lymph node DC subsets before (naive mice) and 48 hours after BM-DC injection. Therefore, we could compare MHC-II^hi^XCR1^+^CD11b^–^ dermal DCs (cDC1s), MHC-II^hi^CD11b^+^XCR1^–^ dermal DCs (cDC2s), and MHC-II^hi^CD11b^–^XCR1^–^ DCs (DN) at steady-state and 48 hours after LPS–BM-DC injection. Also, the appearance of MHC-II^hi^CD11b^+^CD64^+^Ly6C^lo^ inflammation–induced MoDCs was identified, and these cells were also sorted at 48 hours. Since MoDCs could not be detected in naive mice, we were lacking a direct related control for this population. RNA sequencing (RNA-seq) was performed on 100 sorted cells from each population. 

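The RNA-seq data comprised 21 libraries in 7 groups of 3. XCR1+ cDC1s, CD11b+ cDC2s and DN DCs were sorted from naive mice and, 48 hours after footpad injection of the LPS-matured BM-DCs, from injected mice, and MoDCs from injected mice only. T and B cells had been removed from the lymph node suspension with beads against B220, CD3e and CD4 before the sort. Each library held the cDNA of 100 cells, amplified with the SMART-Seq v4 chemistry over 21 PCR cycles and tagmented with Nextera XT, which does not mark the strand of a transcript. The deposited table holds the authors' counts for 21963 protein-coding genes of the mouse build GRCm38, 2345 of them with 0 counts in every library. Total counts per library ran from 12385919 to 19790915 in naive and from 9283492 to 15659972 in bystander-activated XCR1+ cDC1s, from 16963203 to 24130705 and from 15561848 to 23135245 in the CD11b+ cDC2s, from 10905724 to 23484786 and from 12083275 to 18803288 in the DN DCs, and from 11418876 to 22341587 in the MoDCs. The sample titles and the subset entry of the sample labels name different subsets for the 9 cDC libraries of injected mice, and the groups here follow the titles. Over 58 genes that separate naive XCR1+ cDC1s from naive CD11b+ cDC2s, the 3 injected libraries titled XCR1 all lay nearer to the naive XCR1+ cDC1s, and 0 of the 3 with XCR1 in the other entry did. Neither the labels nor the paper's text states that the 3 replicates of a group came from separate mice, and the Supplemental Methods were not used here, so the p-values measure the spread between these samples. Counts were scaled by TMM and tested with the quasi-likelihood test of edgeR in one model of all 21 libraries over the 13505 genes that passed a filter on low counts. A gene was called at a Benjamini-Hochberg adjusted p under 0.05 and a fold of at least 1.5. The biological coefficient of variation was 0.961. On data simulated for the comparison of injected and naive XCR1+ cDC1s, the test recovered 0 of 50 genes changed 2-fold. It recovered 10 of 50 changed 4-fold and 23 of 50 changed 16-fold. Among genes with a mean expression of at least 100 CPM (counts scaled to library size), it recovered 7 of 8 changed 4-fold. It made 0 false calls among 51.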

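Some transcripts were higher in naive XCR1+ cDC1s than in another naive subset, a part of them nearly absent there, and others were lower. Tnfrsf4, which encodes the costimulatory receptor OX40, lies on chromosome 4 of GRCm38 from 156013843 to 156016612. Its level was 2561 ± 148 CPM (SD, n = 3) in naive XCR1+ cDC1s and 380 ± 140 CPM in naive CD11b+ cDC2s, a log2 fold change of 2.75 (standard error 0.31). Plat, the gene of tissue plasminogen activator, was at 49.1 ± 28.2 against 0.690 ± 0.217 CPM (adjusted p = 0.0011 from edgeR). Upb1, an enzyme of pyrimidine breakdown that overlaps Gucd1 where reads cannot be assigned with certainty, was lower in the XCR1+ cells (log2 fold change -8.07, standard error 1.14). Il1b, the gene of interleukin 1 beta on chromosome 2 from 129364570 to 129371139, had 0 counts in the 3 naive XCR1+ libraries and 1914 in the 3 naive DN libraries, at least 522-fold lower with a floor of 3 counts over the group (adjusted p = 0.0050). Of the 13505 genes tested, 118 were called between naive XCR1+ cDC1s and naive CD11b+ cDC2s, 58 of them higher in the XCR1+ cells, and 145 between naive XCR1+ cDC1s and naive DN DCs, 78 of them higher. A single gene was called between naive CD11b+ cDC2s and naive DN DCs. The 3 libraries of one group lay beyond all 3 of the other for 118 of the 118 and 144 of the 145 called genes, and for 16.7% and 17.1% of all genes, where chance gives 10%. The count of 118 was 55 without the naive XCR1+ library I, 53 without II, and 59, 76 and 57 without the naive CD11b+ libraries I, II and III. The count of 145 was 65 and 69 without the naive XCR1+ libraries I and II and 79 without the naive DN library I. The single gene became 3 genes without the naive CD11b+ library II or the naive DN library I or II, and 0 by edgeR without the naive DN library III, where 1078 genes had an unadjusted p under 0.05 with all libraries and DESeq2 called 241. On the 500 most variable genes, the first component held 14.4% and the second 8.94% of the variance. The mean of the first component was 42.5 ± 3.32 in naive and 32.4 ± 2.16 in injected XCR1+ cDC1s, and between -21.4 and -2.54 in the other 5 groups. The XCR1+ libraries stayed apart from all others on this component with all filtered genes, with a variance stabilizing transformation and with a prior count of 5. On the second component, the DN DCs lay at -27.2 ± 2.63 (naive) and -26.4 ± 12.7 (injected), and the MoDCs at 26.9 ± 4.83.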

Principal component analysis (PCA) segregated the samples into 3 distinct groups. Each of the 3 cDC subsets clustered differently and shifted to a different direction after their bystander activation. 

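Cytip rose after injection in 2 of the 3 cDC subsets, CD11b+ cDC2s and DN DCs. In CD11b+ cDC2s 6 genes were called and all rose. Among them were Cytip, which encodes a partner of cytohesin that loosens contacts between DCs and T cells, and the interferon-induced GTPases Tgtp1 and Tgtp2. Cytip lies on chromosome 2 of GRCm38 from 58129137 to 58195532 and rose from 341 ± 10.3 to 1133 ± 211 CPM (SD, n = 3; log2 fold change 1.73, standard error 0.21, adjusted p = 0.0018 from edgeR). Tgtp1 lies on chromosome 11 from 48985327 to 48994172 inside the interval of Olfr56, may share reads with its paralog Tgtp2, and rose from 111 ± 13.2 to 585 ± 265 CPM. Of 11 tested cDC1 markers, 4 were also higher in these cells at an unadjusted p under 0.05 (median log2 fold change 2.68, 0 called with edgeR), with sums of 771, 944 and 721 CPM after injection and 572, 773 and 645 CPM before. In DN DCs 36 genes were called, 21 higher and 15 lower. They included Ifi209, an interferon-inducible gene on chromosome 1 from 173630917 to 173647928 (37.8 ± 11.5 to 181 ± 52.9 CPM), Vim, the intermediate filament vimentin on chromosome 2 from 13573927 to 13582826 (285 ± 99.4 to 1104 ± 268 CPM), and Cytip again (345 ± 50.2 to 1307 ± 91.1 CPM). Clk4, a splicing kinase gene on chromosome 11 from 51261730 to 51281766 that overlaps BC049762, fell from 206 ± 37.9 to 72.4 ± 14.1 CPM. In XCR1+ cDC1s 2 genes were called, both lower. At an unadjusted p under 0.05 there were 818 genes in XCR1+, 886 in CD11b+ and 1738 in DN cells, where chance gives about 675, and DESeq2 called 203, 175 and 660. In DN cells 3 of 11 cDC1 markers were lower at such a p (median log2 fold change -2.39). So were 3 of 9 T cell (-1.26), 2 of 6 B cell (-3.45) and 1 of 5 Langerhans cell markers (-2.12). Macrophage markers summed to 1565 CPM in the injected DN library III. Langerhans cell markers summed to 136, 195 and 387 CPM in the naive and 39.2, 41.5 and 74.5 CPM in the injected DN libraries. The called genes of each subset had all 3 libraries of one group beyond the 3 of the other, as 11.2% (XCR1+), 12.1% (CD11b+) and 14.4% (DN) of all tested genes had, where chance gives 10%. The fold changes of XCR1+ and CD11b+ cells correlated across 13505 genes with r = 0.05, those of XCR1+ and DN cells with r = -0.001 and those of CD11b+ and DN cells with r = 0.06; genes are not independent replicates. Tests of the difference between responses called 0 genes for XCR1+ against CD11b+ cells with edgeR (784 at an unadjusted p under 0.05, 196 by DESeq2, 5 by limma-voom) and 1 for XCR1+ against DN cells, Ifi209 (log2 difference -2.52, adjusted p = 0.041). That call ended without the injected XCR1+ library II (0.11) or III (0.10), the naive DN library I (0.063) or II (0.087), or the naive XCR1+ library II (0.11). The 2 genes in XCR1+ cells became 4 without the naive library I and 0 without the naive library II or the injected library II. Without the naive library III or the injected library I there were 2, and without the injected library III 1. In these 3 cases 0 of the original 2 were among them. The 6 in CD11b+ cells became 1, 2 and 1 without the naive libraries I, II and III, and 3 and 1 without the injected libraries I and II. Cytip kept its call in each of these, while Tgtp1 lost it without any naive library or the injected library II, and Tgtp2 without these or the injected library I. The 36 in DN cells became 23 and 14 without the naive libraries I and III, and 119 and 18 without the injected libraries I and III. Ifi209, Vim, Cytip and Clk4 kept their calls in DN cells with each library left out, but with only the 2 groups in the fit they lost them (adjusted p of 0.32 for Ifi209, Vim and Clk4 and 0.065 for Cytip), as Cytip did in CD11b+ cells (0.097). Each library was nearest to the mean of its own group in 2 of 21 cases and to that of its own subset in 11. By the smallest mean distance to the other libraries, a measure chosen after the data were seen, these counts were 10 and 12. The first measure sets means of 2 libraries for the own group against means of 3 for the others; with means of 2 throughout, also chosen after the data were seen, the counts were 14 and 17.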

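MoDCs, sorted as MHC-IIhi CD11b+ CD64+ Ly6Clo cells, were higher than naive CD11b+ cDC2s in interferon-induced GTPase genes and lower in the MHC-II gene H2-Eb1. Tgtp1, an interferon-induced GTPase inside the interval of Olfr56 on chromosome 11 of GRCm38, was at 1011 ± 364 CPM (SD, n = 3) in MoDCs and its paralog Tgtp2, from 49057194 to 49064206, at 953 ± 376 CPM; their reads cannot be told apart with certainty. Of 19 tested genes of the interferon gamma response, 18 were higher in MoDCs, 3 of them called and 8 at an unadjusted p under 0.05 (median log2 fold change 1.56, adjusted p = 1.0e-11 from camera and 0.025 with an estimated correlation). Plat, on chromosome 8 from 22757727 to 22782844, was at 28.4 ± 16.1 CPM in MoDCs against a mean of 0.690 CPM (log2 fold change 5.34, standard error 0.85, adjusted p = 0.0063 from edgeR). Icosl, the ligand of the costimulatory receptor ICOS, was lower in MoDCs, at 22.0 ± 14.1 against 99.2 ± 30.0 CPM. H2-Eb1, a chain of the MHC-II dimer, was at 477 ± 166 against 1611 ± 286 CPM (log2 fold change -1.76). The MoDC libraries also held markers of NK cells, which the sort gate should leave out. These markers summed to 2.61, 177 and 262 CPM, beside 110, 83.8 and 16.3 CPM in the naive CD11b+ libraries. Langerhans cell markers summed to 60.0, 29.6 and 1.72 CPM in MoDCs and 135, 127 and 136 CPM in the naive CD11b+ libraries. Of 5 tested, 2 were lower and 0 higher in MoDCs at an unadjusted p under 0.05 (median log2 fold change -1.05). Of 16 tested monocyte and macrophage markers, 0 had such a p (median log2 fold change 0.76). Markers of this set summed to 356, 156 and 231 CPM in MoDCs and 268, 221 and 144 CPM in the naive CD11b+ libraries. Fcgr1, the gene of CD64, was at 0, 0.273 and 1.81 against 0.513, 0.211 and 0.0566 CPM. These transcripts did not set MoDCs apart from naive CD11b+ cDC2s. In all, 66 of 13505 genes were called between MoDCs and naive CD11b+ cDC2s, 40 higher and 26 lower. The count became 27 and 25 without the naive CD11b+ libraries I and III, and 19 and 14 without the MoDC libraries II and III. Tgtp1, Tgtp2, Olfr56, Fam53b and Zc3h12c kept their calls with each library left out, and with only the 2 groups in the fit the first 3 did and Fam53b and Zc3h12c did not (0.059 each). Plat lost its call without the naive library III, Icosl without the naive library III or the MoDC library II or III, and H2-Eb1 without any naive library or the MoDC library II or III (largest adjusted p of all named calls 0.28). Against CD11b+ cDC2s of injected mice, 3 genes were called in MoDCs, 2 higher and 1 lower, and 0 by edgeR when any of the 6 libraries was left out; with all libraries, 701 genes had an unadjusted p under 0.05, DESeq2 called 132 and limma-voom 20. Hmgn3, a nucleosome-binding protein on chromosome 9 from 83109948 to 83146685, was at 546 ± 17.5 against 261 ± 29.7 CPM (log2 fold change 1.06, standard error 0.17, adjusted p = 0.031), and at an adjusted p between 0.074 and 0.34 with 1 library left out. All called genes had the 3 libraries of one group beyond those of the other, as 16.5% of all genes did against naive and 13.1% against injected CD11b+ cDC2s, where chance gives 10%. The mean distance between libraries over all filtered genes was 1.96 log2 units from MoDCs to injected and 2.06 to naive CD11b+ cDC2s, beside 1.86 among the MoDCs, 1.97 among the injected and 2.09 among the naive CD11b+ cDC2s. On the first component the MoDCs lay at -20.5, the injected CD11b+ cDC2s at -21.4 and the naive ones at -17.2; on the second, at 26.9, 12.6 and 1.65.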

MoDCs clustered close to CD11b^+^ cDC2s and appeared further distant from bystander-activated CD11b^+^ cDC2s, indicating a close relation (Figure 5A). This may indicate that the general inflammatory situation in the size-expanded lymph node signals to all endogenous DC subsets.

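Most tested histone genes had lower values in bystander-activated XCR1+ cDC1s. Of 74 tested histone genes, 62 had a lower and 12 a higher value, 5 of the lower ones at an unadjusted p under 0.05 (median log2 fold change -0.50, adjusted p = 1.1e-04 from camera and 0.31 with an estimated correlation). Histone paralogs may share reads, so the 74 are not all separate measurements. Hist2h2aa1 and Hist2h2aa2 had nearly equal log2 differences between the XCR1+ and CD11b+ responses (-0.532 and -0.529). H3f3a, which encodes the replication-independent histone H3.3, was at 1529 ± 2.48 CPM (SD, n = 3) after injection and 2049 ± 151 CPM before (log2 fold change -0.42, standard error 0.11, adjusted p = 0.59 from edgeR). The 18 tested genes of nucleosome assembly factors had a median of 0.04, with 10 higher and 8 lower, and -0.07 and -0.03 without the naive library II or III. Prdm1, the gene of the repressor Blimp-1 on chromosome 10 of GRCm38 from 44437177 to 44528501, had 7 counts in the 3 injected and 506 in the 3 naive libraries (log2 fold change -5.75, standard error 1.25, adjusted p = 0.36). Atf3, a stress-induced transcription factor, was at 4.73 ± 1.31 against 17.9 ± 9.87 CPM (adjusted p = 0.43). Il7r, the receptor chain for interleukin 7 and TSLP, was at 70.2 ± 22.6 against 142 ± 10.5 CPM (adjusted p = 0.59). All 19 genes labelled in Fig. 5B had a lower value after injection, 8 of them at an unadjusted p under 0.05. With edgeR 0 were called over all genes and 3 when adjusted over the list alone, which is not independent evidence, since the study chose these genes on the same samples. DESeq2 called Prdm1, Atf3 and Il7r among others, and on the simulated data it made 94 false calls among 176. Of the same 19 genes, 14 were lower in CD11b+ cDC2s, 10 in DN DCs and 15 in MoDCs against naive CD11b+ cDC2s. In XCR1+ cDC1s the 2 genes called were both lower; 1 was S100a4, a calcium-binding protein of motile cells on chromosome 3 from 90603771 to 90606045, which overlaps Gm42674 and fell from 634 ± 128 to 275 ± 26.6 CPM (adjusted p = 0.047). Limma-voom called 3 genes, 0 of them among these 2. The call of S100a4 ended without each of 5 libraries, the naive II (0.23) and III (0.094) and the injected I (0.12), II (0.18) and III (0.27). With the injected libraries grouped by the other label entry, S100a4 had the opposite sign (log2 fold change 1.35, adjusted p = 0.0011). That grouping sets libraries nearer to naive CD11b+ cDC2s against naive XCR1+ cDC1s, so it does not test the XCR1+ response. T cells also express Il7r and Prdm1, and T cell markers summed to 332, 401 and 377 CPM in the naive and 244, 122 and 30.4 CPM in the injected XCR1+ libraries. Of 9 tested T cell markers, 0 had an unadjusted p under 0.05 between these groups (median log2 fold change -1.39).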

Gene ontology (GO) and pathway enrichment analysis (http://geneontology.org/docs/go-enrichment-analysis/) for the differentially regulated genes in the XCR1^+^MHC-II^hi^ cDC1 subset indicated a downregulation of nucleosome organization, cellular development, and cellular differentiation pathways (Figure 5B). Interestingly, genes promoting TGF-β signaling and Treg induction, or Th2 induction by DCs, were included in these downregulated pathways, together with genes involved in DC migration and genes that modulate the self-antigen presentation capacity of DCs (Figure 5B).

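The genes of DC migration and adhesion had lower values as a group in bystander-activated XCR1+ cDC1s. Of 14 tested, 10 were lower and 4 higher, 3 of the lower ones at an unadjusted p under 0.05 (median log2 fold change -0.89, adjusted p = 0.036 from camera and 0.16 with an estimated correlation). The study labels Cxcr4 and L1cam of this list in Fig. 5B as lower in these samples, so the list is not independent evidence. Cd44, a receptor for hyaluronan, had a log2 fold change of -0.82 (standard error 0.26), and Cxcr4, the receptor for CXCL12, one of -1.42 (standard error 0.60, adjusted p = 0.81 from edgeR). The adhesion molecule gene L1cam had -2.11 and the integrin gene Itgb7 -2.15. T cells express Cd44, Cxcr4 and Itgb7 as well, and their markers had a higher sum in the naive than in the injected libraries. Of 9 tested T cell markers, 0 had an unadjusted p under 0.05 (median log2 fold change -1.39). The migration list lost its call without the naive library II or III or any injected library, and its median ranged from -1.01 to -0.26. Genes of TGF-β signaling and Treg induction went both ways, with 12 higher and 13 lower of 25 and a median of -0.09 (adjusted p = 0.90), whose sign was not kept without the naive library III. Of these, Tgfbr2, a receptor chain for TGF-β, had a log2 fold change of -1.82, Ahr, the aryl hydrocarbon receptor, -1.13, and Pirb, an inhibitory receptor for MHC-I, -0.86 (standard error 0.36, adjusted p = 0.81). The genes that promote Th2 cells had a median of -0.29, with 10 of 17 lower (adjusted p = 0.77), and 0.04 without the naive library I. Il3ra had a log2 fold change of -1.83, the Notch ligand Jag2 -2.41, Stat6 -1.03 and Stat5b -0.78 (0.01 without the naive library II). In these lists 0 genes were called with edgeR over all genes; adjusted over the list alone, 0 were called for migration, 0 for TGF-β and 1 lower for Th2. At an unadjusted p under 0.05, the TGF-β list had 1 higher and 1 lower gene and the Th2 list 1 lower. Fig. 5B also labels Pirb of the TGF-β list, chosen on these samples.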

Then, we compared the genes differentially regulated in the 4 MHC-II^hi^ DC subsets of BM-DC–injected mice with the 3 steady state MHC-II^hi^ DC subsets. A total of 112 genes were significantly up- or downregulated in at least one of the comparisons. 

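Across the same 4 comparisons, with naive CD11b+ cDC2s as the reference for MoDCs, 92 genes were called in at least 1. The largest parts came from MoDCs, with interferon-induced genes such as Ifi47, a GTPase that overlaps Olfr56 (145 ± 57.1 CPM, SD, n = 3, against 23.1 ± 1.72 in naive CD11b+ cDC2s), and from DN DCs, with the syntaxin-binding protein gene Stxbp6 (222 ± 17.2 against 37.7 ± 1.25 CPM) and the small GTPase gene Rac2 (5.54 ± 5.17 against 80.8 ± 23.3 CPM). Ifi47 lost its call without any of the naive CD11b+ libraries or the MoDC library III, Stxbp6 without the naive DN library III, and Rac2 without any naive DN library or the injected DN library II or III (adjusted p of the DN calls that ended between 0.052 and 0.18 with edgeR). The count of 92 became 58 and 55 without the naive CD11b+ libraries I and III, 183 without the injected DN library I, and 47 and 46 without the MoDC libraries II and III.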

Distinct clusters of regulated genes were observed for each DC subset (Figure 5C). 

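Most called genes belonged to a single comparison, 75 of the 92, while 16 were called in 2 and 1 in 3 of the 4. A call in a single comparison does not show that the subsets differ. Tests of the difference called 0 genes between the XCR1+ and CD11b+ responses and 1 between the XCR1+ and DN responses. Pkib, which encodes an inhibitor of protein kinase A and lies on chromosome 10 of GRCm38 from 57631981 to 57741112, was called in both CD11b+ cDC2s (15.6 ± 1.06 to 140 ± 83.0 CPM, SD, n = 3; adjusted p = 0.038 from edgeR) and MoDCs (log2 fold change 3.09, standard error 0.54, adjusted p = 0.012). Plxna4, a semaphorin receptor gene, was called in both DN DCs (log2 fold change 3.02, adjusted p = 0.015) and MoDCs (2.83, adjusted p = 0.014). Both Olfr56, an olfactory receptor gene whose interval holds Tgtp1 and Tgtp2, and Pkib rose in the 2 comparisons that share the naive CD11b+ libraries. In these 2 comparisons 6 genes were called in the same direction, of which Olfr56, Tgtp1 and Tgtp2 may count the same reads, and the fold changes correlated across genes with r = 0.553, against 0.516 at most in 20 simulations with shared control libraries and no change. Olfr56 lost its call in CD11b+ cDC2s when any library but the injected III was left out and kept it in MoDCs. Pkib lost its call in CD11b+ cDC2s when any naive or injected library but the injected I was left out, and in MoDCs without the naive library I or III or the MoDC library II; Plxna4 lost it in DN DCs without the naive library I or III and in MoDCs without the naive library II or III or the MoDC library III.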

Mapk13, which is involved in cytokine production; Tmem79, which is a transmembrane protein involved in the lamellar granules secretory system and skin barrier function and which might be involved in cell-cell communication (44); and Hox4a, which is a selective transcriptional regulator, were specifically upregulated on XCR1^+^ bystander dermal DCs.

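All 3 genes had more counts in bystander-activated than in naive XCR1+ cDC1s. Tmem79 lies on chromosome 3 of GRCm38 from 88328655 to 88336148, overlaps Glmp, and had 425 counts in the 3 injected and 5 in the 3 naive libraries. Its level was 11.0 ± 8.49 CPM (SD, n = 3) against 0.101 ± 0.115, with all injected libraries above all naive ones (log2 fold change 6.62, standard error 1.67, adjusted p = 0.43 from edgeR). Mapk13, the gene of the p38 delta kinase on chromosome 17 from 28769307 to 28778698, was at 3.74 ± 3.04 CPM after injection and a mean of 1.23 CPM before (log2 fold change 1.61, standard error 1.32, adjusted p = 0.97). The files list no gene Hox4a; Hoxa4, a homeobox gene on chromosome 6 from 52189671 to 52191753 that overlaps Hoxa3 and Gm28308, had 93 counts in the injected and 3 in the naive libraries and was left out by the filter on low counts. The difference between the XCR1+ and the CD11b+ response was 5.63 on the log2 scale for Tmem79 (standard error 2.00, adjusted p = 0.73). For Mapk13 it was -3.03 (standard error 1.86, adjusted p = 0.95). Between the XCR1+ and the DN response it was 3.83 for Tmem79 (adjusted p = 0.53) and -3.06 for Mapk13 (adjusted p = 0.59). By value Mapk13 had the larger fold in both other subsets, but these differences were not called.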

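Vps39, a subunit of the HOPS complex that tethers lysosomes to endosomes and autophagosomes, lies on chromosome 2 of GRCm38 from 120316461 to 120353137. Its level was 18.9 ± 8.97 CPM (SD, n = 3) in bystander-activated and 79.8 ± 20.7 CPM in naive XCR1+ cDC1s, a log2 fold change of -2.08 (standard error 0.43, adjusted p = 0.30 from edgeR). Clec16a, a regulator of autophagy on chromosome 16 from 10545339 to 10744878, was at 24.9 ± 10.1 against 49.1 ± 7.72 CPM (log2 fold change -0.98, standard error 0.41, adjusted p = 0.81). For both genes, all 3 injected libraries lay below all 3 naive ones. The difference between the XCR1+ and the CD11b+ response was -2.43 for Vps39 (standard error 0.60, adjusted p = 0.61). Clec16a had a log2 fold change of -1.63 in CD11b+ cDC2s (adjusted p = 0.32). Of 22 tested genes of autophagy and the lysosome, 14 were lower and 8 higher in XCR1+ cDC1s (median -0.10, adjusted p = 0.37 from camera). With edgeR 0 of the 22 were called over all genes and 1 lower gene when adjusted over the list alone, with 1 higher and 2 lower at an unadjusted p under 0.05. The paper chose Vps39 and Clec16a on these same samples, so neither is independent evidence for a lower list. DESeq2 called Vps39 at an adjusted p of 2.2e-04, and over all other settings its adjusted p reached 0.66.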

Among the significantly downregulated genes were Vps39 and Clec16a, which are important for auto-lysosomal generation of self-antigens (45) and for surface expression of MHC-II molecules (46). Also, genes involved in TGF-β signaling required for Treg induction, such as *Icosl*, which is important for generating Foxp3^+^ Tregs (47); genes promoting Th2 such as *Bco1* (48); and genes blocking Th1 induction, such as *Tyrobp* (DAP12), which was shown to downregulate Th1 responses in intracellular infections (49–51). 

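Icosl, on chromosome 10 of GRCm38 from 78069302 to 78083913, was at 105 ± 34.6 CPM (SD, n = 3) in bystander-activated and 182 ± 67.8 CPM in naive XCR1+ cDC1s, with overlapping libraries (log2 fold change -0.79, standard error 0.38, adjusted p = 0.81 from edgeR). It had a log2 fold change of -1.83 in CD11b+ cDC2s after injection (adjusted p = 0.17), and in MoDCs against naive CD11b+ cDC2s it was called at -2.17 (standard error 0.40, adjusted p = 0.015). Tyrobp, the gene of the signaling adaptor DAP12 on chromosome 7 from 30413760 to 30417585, was at 647 ± 49.1 against 1008 ± 160 CPM, with all injected libraries below the naive ones (log2 fold change -0.64, standard error 0.15, adjusted p = 0.43). NK cells and macrophages also carry Tyrobp. Bco1, a carotenoid-cleaving enzyme gene on chromosome 8 from 117095854 to 117133720, had 2 counts in the 3 injected and 207 in the 3 naive XCR1+ libraries and did not pass the filter on low counts.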

ATP synthesis pathways, which trigger IL-33 release and Th2 responses and subsequently block IL-12 production, were also inhibited as indicated by the downregulation of the ATP synthases mt-Atp6 and mt-Atp8 and of the cytochrome oxidases mt-Co2 and mt-Co3 (52, 53) (Figure 5C).

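Mitochondrially encoded transcripts were lower as a group in bystander-activated XCR1+ cDC1s. They took 1.11 ± 0.189% of the counts (SD, n = 3) against 1.74 ± 0.192% in naive XCR1+ cDC1s. The 4 genes named lie side by side on the mitochondrial genome of GRCm38. They are mt-Co2 from 7013 to 7696, mt-Atp8 from 7766 to 7969, mt-Atp6 from 7927 to 8607 and mt-Co3 from 8607 to 9390; mt-Atp8 and mt-Atp6 overlap, and so do mt-Atp6 and mt-Co3 by a single base, so their reads are not fully separate. mt-Co2 was at 1026 ± 190 against 1791 ± 263 CPM (log2 fold change -0.80, standard error 0.17, adjusted p = 0.36 from edgeR), and mt-Co3 at 2365 ± 255 against 3954 ± 558 CPM (-0.74, standard error 0.15, adjusted p = 0.30). mt-Atp6 had a log2 fold change of -0.73 (standard error 0.17, adjusted p = 0.41) and mt-Atp8 one of -0.67 (standard error 0.15, adjusted p = 0.38). All 13 mitochondrially encoded genes had lower values, 8 at an unadjusted p under 0.05, with a median log2 fold change of -0.67 (adjusted p = 6.4e-14 from camera and 0.066 with an estimated correlation). With edgeR 0 of them were called over all genes, and 7 when adjusted over the list alone. The list holds the 4 genes the paper names on these samples, so this is not independent evidence. DESeq2 called the 4 named genes at adjusted p values from 1.4e-04 to 0.0021 and limma-voom called mt-Co3 (0.036), while over all other settings the adjusted p of the 4 reached 0.80. The genes of the ATP synthase and cytochrome oxidase subunits encoded in the nucleus had a median of -0.21, with 20 of 25 lower (adjusted p = 0.029, and 0.63 with an estimated correlation), and 0 were called with edgeR over all genes or over the list alone (1 lower at an unadjusted p under 0.05). That list lost its call without the naive library I (median -0.05) or the injected library III (-0.12). The mitochondrially encoded genes were also lower in CD11b+ cDC2s (13 of 13, median -0.21, adjusted p = 0.0018, and 0.37 with an estimated correlation), in DN DCs (11 of 13, median -0.50, adjusted p = 9.6e-07, and 0.20) and in MoDCs against naive CD11b+ cDC2s (13 of 13, median -0.48, adjusted p = 2.0e-09, and 0.15). The CD11b+ call ended without the injected library II (median -0.15). In DN DCs mt-Cytb, from 14145 to 15288, fell from 1842 ± 211 to 819 ± 88.1 CPM (adjusted p = 0.0013 from edgeR). The difference between the XCR1+ and CD11b+ responses of the list had a median of -0.20 (adjusted p = 0.014 from camera, and 0.84 with an estimated correlation). In injected XCR1+ cDC1s ribosomal protein genes were lower too (median -0.36, adjusted p = 2.9e-15 from camera, and 0.37 with an estimated correlation). So were immediate early and cell handling stress genes (-0.41, 0.022 and 0.49), while interferon gamma response genes were higher (0.41). T cell markers summed to 332, 401 and 377 CPM in the naive and 244, 122 and 30.4 CPM in the injected XCR1+ libraries. Of the 9 tested, 0 had an unadjusted p under 0.05 (median log2 fold change -1.39).

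**Figure D1:**
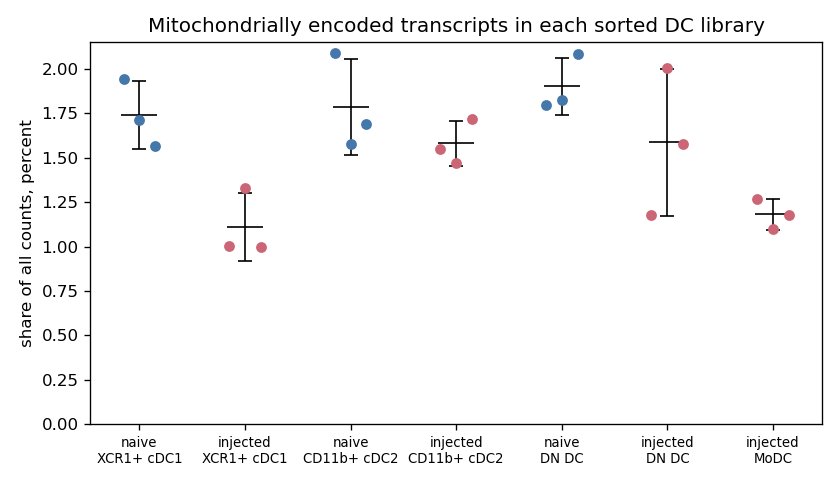
Percent of all counts in mitochondrially encoded genes (vertical axis) for each of the 21 libraries (points) by group, with the mean and SD of the 3 libraries of each group. The mean is 1.74% in naive and 1.11% in injected XCR1+ cDC1s, 1.78% and 1.58% in CD11b+ cDC2s, 1.90% and 1.59% in DN DCs, and 1.18% in MoDCs.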

Together, our data provide a map of genes by which DC vaccine–activated MHC-II^hi^ bystander cDC1s acquire a broad phenotype on one hand toward Th1 induction, but on the other hand, away from a tolerogenic, self-antigen presenting, Treg-inducing or Th2-inducing gene signature.

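Among genes of Th1 induction, 12 of 18 tested had higher values in bystander-activated XCR1+ cDC1s and 5 lower, with a median log2 fold change of 0.45 (adjusted p = 0.076 from camera). With edgeR 0 were called over all genes or over the list alone, and 1 was higher at an unadjusted p under 0.05. Without the naive library I the list was called (median 0.62). The genes of the interferon gamma response were higher as a group, 15 of 19, with a median of 0.41 (adjusted p = 0.0040, and 0.24 with an estimated correlation) and 5 higher at an unadjusted p under 0.05. Igtp, an interferon-induced GTPase on chromosome 11 of GRCm38 from 58199556 to 58207591 that overlaps Irgm2, was at 37.7 ± 13.7 CPM (SD, n = 3) after injection and 5.98 ± 5.53 CPM before (log2 fold change 2.65, standard error 0.94, adjusted p = 0.81 from edgeR). In CD11b+ cDC2s 13 of the 19 were higher (median 1.06, adjusted p = 2.0e-04, and 0.16 with an estimated correlation), 5 at an unadjusted p under 0.05. Without Tgtp1 and Tgtp2, which may share reads, the median was 0.28 and the list was not called, a test chosen after the data were seen. Without the injected CD11b+ library II the median was -0.12. Markers of NK cells summed to 86.8, 65.4 and 742 CPM in the injected and 110, 83.8 and 16.3 CPM in the naive CD11b+ libraries, so only the injected library III stands apart. In XCR1+ cDC1s they summed to 176, 35.4 and 45.3 CPM after injection and 72.9, 149 and 116 CPM before, while 3 of the 5 tested NK markers were higher at an unadjusted p under 0.05 (median log2 fold change 5.99 over the 5, 0 called with edgeR). In DN DCs 10 were higher and 9 lower (median 0.04, and -0.36 without the injected library I). Of the 15 genes the paper's text names for this comparison, 13 were tested in XCR1+ cDC1s. With edgeR 0 were called over all genes and 9 when adjusted over the list alone, which is not independent evidence, since the study chose the genes on these samples. At an unadjusted p under 0.05 there were also 9, 8 of them lower. DESeq2 called Vps39, Tyrobp, Tmem79, Il12a and the 4 mitochondrially encoded genes, and limma-voom Tmem79 and mt-Co3. From the lower expression of genes that help self-antigen presentation, Treg and Th2 induction, the paper reasons that bystander cDC1s turn away from a tolerogenic program, and it takes the changed genes together as a map of a phenotype directed toward Th1 induction.

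**Figure D2:**
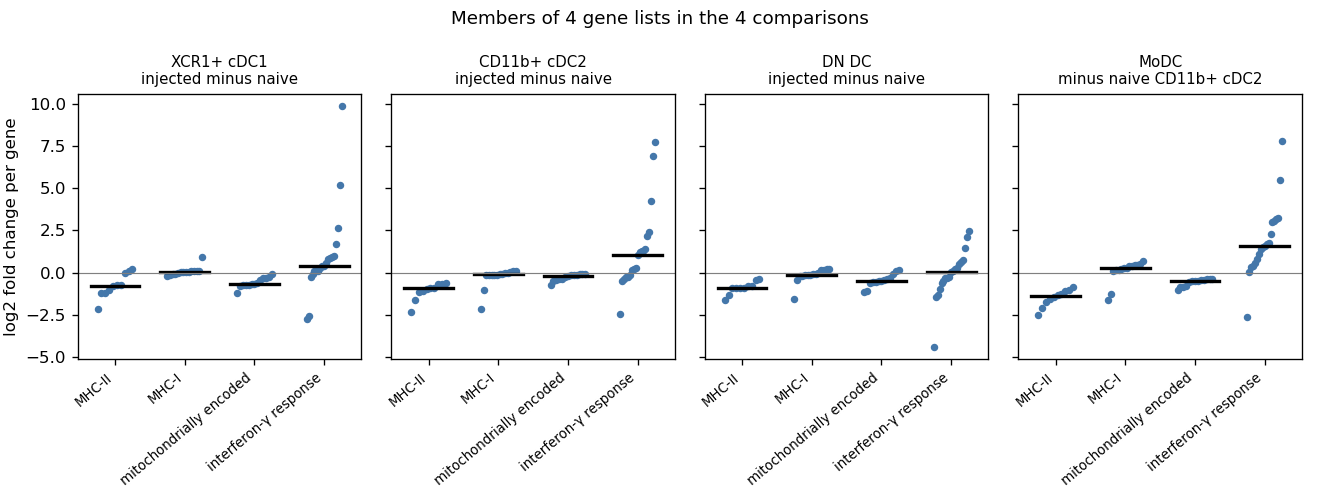
Log2 fold change of each tested member (points) of the lists of MHC-II, MHC-I, mitochondrially encoded and interferon gamma response genes in the 4 comparisons, with a bar at the median of each list. In XCR1+ cDC1s the medians are -0.78, 0.01, -0.67 and 0.41, and in MoDCs against naive CD11b+ cDC2s -1.40, 0.26, -0.48 and 1.56; the signs of these 8 medians hold under both other scalings.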

### Bystander XCR1^+^ cDC1s downregulate MHC-II genes and acquire IL-12–producing potential.

As indicated above, self-antigen presentation appears to be downregulated in bystander XCR1^+^ cDC1. More detailed analyses of MHC and related genes indicated a nonsignificant reduction of several MHC-II molecules (and also the invariant chain CD74) in bystander activated XCR1^+^ cDC1s on the transcript level (Figure 6, A and C). Such a reduction was not observed for classical and nonclassical MHC-I molecules (Figure 6B). 

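Of 10 MHC-II genes, 8 had lower values in bystander-activated XCR1+ cDC1s. H2-Aa, on chromosome 17 of GRCm38 from 34282744 to 34287827, had 64622 ± 17599 normalized counts (SD, n = 3) in naive and 31836 ± 5523 in injected XCR1+ cDC1s (two-sided exact permutation test, p = 0.1, the smallest that 3 against 3 allow; log2 fold change -1.02, adjusted p = 0.81 from edgeR). H2-Ab1, from 34263209 to 34269418, had 36696 ± 23225 against 15613 ± 8008 (exact permutation p = 0.2; log2 fold change -1.23, adjusted p = 0.81). H2-Eb1, from 34305877 to 34316199, had a log2 fold change of -1.22 (standard error 0.36, adjusted p = 0.76). Cd74, the invariant chain on chromosome 18 from 60803848 to 60812646, was at 10797 ± 1356 against 18156 ± 3285 CPM (log2 fold change -0.75, standard error 0.32, adjusted p = 0.81). H2-Oa, H2-Ob and H2-Eb2 had log2 fold changes of -0.81, -2.15 and -0.71. H2-DMa had -0.02, H2-DMb1 0.07 and H2-DMb2 0.21, and the sign of H2-DMa was the opposite with limma-voom (0.09). H2-DMb1 and H2-DMb2 are paralogs that may share reads. The signs of H2-Eb2, without the naive library I, of H2-DMb1, without the naive library II or the injected library III, and of H2-DMb2, without the injected library III, were also the opposite (0.22, -0.38, -0.37 and -0.20), as was that of H2-DMa without the naive library I or II or the injected library III (0.21, 0.14 and 0.07). Of the 10 genes 8 were lower and 2 higher, with a median of -0.78 (adjusted p = 4.0e-04 from camera, 0.35 with an estimated correlation and 0.31 with fry). With edgeR 0 were called over all genes, 5 were lower at an unadjusted p under 0.05 and 2 were called when adjusted over the list alone, which is not independent evidence, since Fig. 6A shows the same genes in these samples; DESeq2 called H2-Eb1. Without the naive library I the median was -0.49 and the list lost its call. All 10 genes were lower in CD11b+ cDC2s (median -0.94, adjusted p = 1.2e-08, and 0.17 with an estimated correlation), in DN DCs (-0.91, adjusted p = 8.4e-04, and 0.37) and in MoDCs against naive CD11b+ cDC2s (-1.40, adjusted p = 3.8e-12, and 0.13). The call in DN DCs ended without the naive library II (median -0.66). B cells carry MHC-II as well, and their markers summed to 75.0, 78.8 and 1.52 CPM in the naive and 1.49, 18.4 and 3.10 CPM in the injected DN libraries. In the XCR1+ libraries these markers summed to 3.34, 0.785 and 1.53 CPM before and 0.890, 96.4 and 0.351 CPM after injection. Of 6 tested there, 2 were higher at an unadjusted p under 0.05 (median log2 fold change 2.31), and only the injected library II stands apart.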

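MHC-I genes stayed near their naive level in bystander-activated XCR1+ cDC1s. H2-K1, on chromosome 17 of GRCm38 from 33996017 to 34000333, was at 3441 ± 72.3 CPM (SD, n = 3) after injection and 3788 ± 384 CPM before (log2 fold change -0.14, standard error 0.15). H2-D1, from 35262730 to 35267499, was at 6652 ± 924 against 6616 ± 1360 CPM (log2 fold change 0.01, standard error 0.25). The nonclassical genes H2-T23, H2-M3 and H2-M2 had log2 fold changes of 0.06, 0.11 and 0.08, and H2-Q6 and H2-Q7, paralogs that may share reads, -0.08 and 0.01. B2m, the light chain of all MHC-I molecules, had -0.20 (standard error 0.16). Of the 12 genes of Fig. 6B, 8 had a higher and 4 a lower value. With edgeR 0 were called over all genes or over the list alone, 0 had an unadjusted p under 0.05, and the smallest adjusted p was 1.00. Over the 14 tested MHC-I genes the median was 0.01 (adjusted p = 0.99 from camera), 9 higher and 5 lower. It was -0.11 without the naive library I and -0.02 without the injected library III. Of 13 genes of MHC-I peptide loading, 5 were higher and 8 lower (median -0.01, adjusted p = 0.65), 2 of them lower at an unadjusted p under 0.05. In DN DCs H2-M2, from 37480851 to 37483552, fell from 4005 ± 476 to 1339 ± 431 CPM (adjusted p = 0.011 from edgeR), a call that ended without the naive DN library III. It was also lower in MoDCs than in naive CD11b+ cDC2s (882 ± 189 against 2721 ± 861 CPM; adjusted p = 0.0066), a call that ended without the MoDC library II (0.055) or III (0.052). The MHC-I list had a median of -0.10 in CD11b+ cDC2s, -0.12 in DN DCs and 0.26 in MoDCs against naive CD11b+ cDC2s, and was not called in any of the 3. It was called in DN DCs without the injected library I (median -0.35), in CD11b+ cDC2s without the naive library I (-0.14) or the injected library I (-0.16), and in MoDCs without the naive CD11b+ library II (0.40).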

Contrarywise, the MHC-II protein surface expression significantly reduced at an earlier time point after BM-DC injection (24 hours) and was significantly increased again after 48 hours (Figure 6D). This suggests a transfer of MHC molecules presenting the OVA antigen from the injected BM-DCs to the endogenous bystander DCs. The transfer of antigens between DCs has been shown before (54), but the exact mechanism in our setup needs further investigations.

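Il12b, which encodes the p40 subunit shared by IL-12 and IL-23, was already abundant in naive XCR1+ cDC1s. It lies on chromosome 11 of GRCm38 from 44400063 to 44414033. Its level was 228 ± 33.7 CPM (SD, n = 3) in naive and 204 ± 23.8 CPM in bystander-activated XCR1+ cDC1s. By mean level it ranked 636 among the genes of naive XCR1+ cDC1s, whose detected genes had a median of 5.64 CPM. In the other groups it was at 8.92 ± 10.5 (naive CD11b+ cDC2s), 17.9 ± 10.5 (injected CD11b+ cDC2s), 17.6 ± 16.6 (naive DN DCs), 4.70 ± 4.07 (injected DN DCs) and 20.4 ± 32.3 CPM (MoDCs). The log2 fold change after injection in XCR1+ cDC1s was -0.16, with a 95% interval from -3.20 to 2.88 in the model of all groups (adjusted p = 1.00 from edgeR). With only the 2 groups compared it was -0.17 (standard error 0.18, adjusted p = 1.00), and a two-sided exact permutation test of the CPM, chosen after the data were seen, gave p = 0.3. Il12a, the p35 subunit of IL-12 on chromosome 3 from 68690644 to 68698547, had 0 counts in the 3 naive XCR1+ libraries, which allows up to 0.0710 CPM over the group. In injected XCR1+ cDC1s it had 64 counts, all in 1 of the 3 libraries. This is at least 25.2-fold higher with a floor of 3 counts over the group, but it rests on that library alone (adjusted p = 0.81 from edgeR; DESeq2 called it). In the other groups Il12a had 200 counts in 1 naive CD11b+ library, 14 in injected CD11b+ cDC2s, 2 in naive and 0 in injected DN DCs (up to 0.0585 CPM), and 170 counts in 2 of the 3 MoDC libraries. The floors and upper limits for genes with 0 counts cover counting error only, because reads were amplified by PCR and carry no molecular identifiers.

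**Figure D3:**
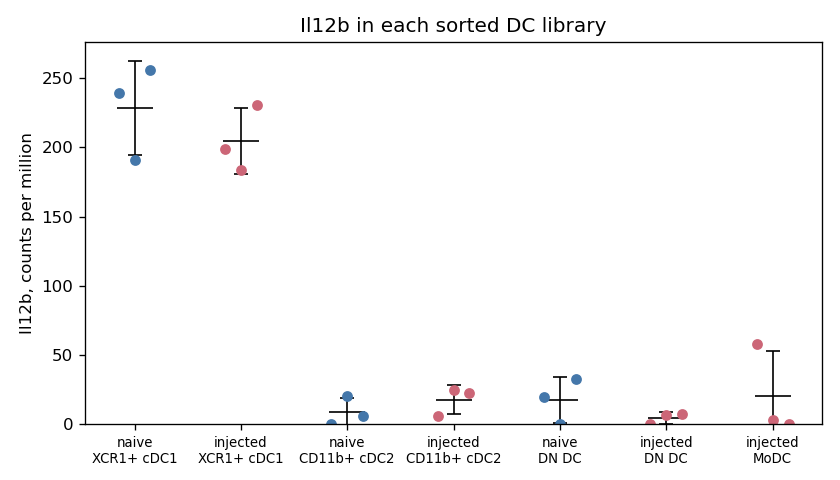
Level of Il12b in CPM (vertical axis) in each of the 21 libraries (points) by group, with the mean and SD of the 3 libraries of each group. The XCR1+ libraries lie between 183 and 255 CPM, before as after injection, and the other libraries between 0 and 57.7 CPM.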

*Il12a* and *Il12b* did not appear upregulated by XCR1^+^ dermal DCs in the RNA-seq analysis. Nevertheless, the upregulation of *Il12a* and *Il12b* on bystander-activated XCR1^+^ cDC1s was confirmed with real-time PCR, and both genes were found to be specifically upregulated on the designated XCR1^+^ subset and not on any of the other bystander-activated DC subsets (Figure 6E). We assume that not all endogenous XCR1^+^ DCs are activated to become bystander DCs, since they may carry out their tolerogenic functions (55). In addition, analyzing only 100 cells may not allow detecting enough low copy number genes, such as the IL-12a signal, and only strongly regulated genes become visible. Together, the transcriptional profiling of XCR1^+^ lymph node–resident bystander cDC1s is characterized by a downregulation of genes providing non-Th1 polarizing signals and the upregulation of genes such as *Il12a* and *Il12b* required for IL-12p70–mediated Th1 polarization.

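Xcr1, the chemokine receptor gene by whose protein the cDC1s were sorted, had few transcripts. It was at 4.47 ± 7.16 CPM (SD, n = 3) in naive and 0.399 ± 0.691 CPM in injected XCR1+ cDC1s, beside means of 7.40 CPM in naive DN DCs and 4.79 CPM in injected CD11b+ cDC2s, each almost all from 1 library. Irf8, a transcription factor of cDC1s, was at 245 ± 37.9 and 303 ± 87.3 CPM. Between 13257 and 15170 genes had counts in a library.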

## Discussion

DCs are the dominant immune cells to induce T cell priming in vivo. Also, the instruction of Th cell responses by DCs providing polarizing signals has become generally accepted. Among the Th1-instructing cytokines, IL-12p70 plays a prominent role. Here, we address whether the priming capacity and polarizing IL-12p70 signals are derived from injected vaccine DCs. We employed s.c. injection of BM-DCs into mice as a model to test different chimeric situations where injected BM-DCs and recipient mouse strains were bearing different genetic deficiencies. Our BM-DC vaccines are close to clinical studies with human MoDC vaccines, due to the fact that GM-CSF–generated BM-DCs are monocyte derived (17). The use of OVA antigen here may not allow simple extrapolation of our findings to human clinical studies using tumor-antigen pulsed MoDCs. However, our results using clear-cut genetic models to determine the source of IL-12 for Th1 induction may encourage similar investigations in human DC vaccine settings to improve vaccination success.

It has been observed before that priming of CD8^+^ CTL responses after virus infection or DC antitumor vaccines relies on antigen transport by migration of tissue-resident or injected DCs but that antigen presentation is largely dependent on lymph node–resident cDC1 or undefined endogenous DCs (56, 57). Similarly, our data reveal that s.c. injected vaccine BM-DCs only partially contribute to antigen presentation at an early stage (24 hours), and they do not contribute to Th1 polarization. A major part of antigen presentation for Th0 induction and the entire capacity for Th1 polarization is mediated by endogenous XCR1^+^ resident bystander cDC1s at later time points (48–72 hours). However, BM-DCs migration to the draining lymph node is strictly required, and bystander activation for IL-12 production seems to occur in the lymph node. Our findings argue for a step-wise process of priming naive T cells into an IL-2^+^IFN-γ^–^ Th0 phenotype by the injected DCs, followed by a communication between injected BM-DCs and XCR1^+^ bystander cDC1s. Bystander contact includes transfer of antigen and initiation of IL-12p70 production. This period is followed by contacts of activated IL-12p70^+^XCR1^+^ bystander cDC1s with the Th0 cells to continue antigen presentation and conversion into Th1 polarized cells. RNA-seq allowed the identification of transcriptional changes during the conversion of lymph node–resident XCR1^+^ cDC1s into bystander-activated cDC1s. Among those, DC genes known to polarize naive T cells into Treg or Th2/Th9 immune responses or to counteract IL-12 production were downregulated, while Th1 supporting genes were induced.

The optimization of DC vaccination protocols has focused mainly on enhancing the activation of generated DCs (58, 59), their cytokine production profile (60), and their migration capacity (61). Other studies attempted to combine the vaccine injection with adjusting the immunosuppressive milieu of the tumor microenvironment to a more immunogenic one — for example, by blocking inhibitory receptors such as PD-1/PD-L1 (62).

In this study, we found that endogenous DCs were critically required to induce polarized Th1 responses and enhance Th0 priming by vaccine DCs. We were able to identify XCR1^+^ lymph node–resident cDC1s as communication partners that take up the message delivered by the injected vaccine DC and are responsible for promoting full-blown Th1 responses. This opens up a potentially new level of complexity when considering strategies for vaccine DC optimization. The requirement of endogenous DCs for optimal antitumor DC vaccination is of clinical importance, since these patients are treated with immunosuppressive chemotherapy and are subjected to γ-irradiation that will affect endogenous DC populations. In contrast, the use of CTLA-4– and PD-1–targeted checkpoint inhibitors would not negatively affect endogenous DCs.

This study also sheds light on the question why the IL-1β/TNF-α/IL-6/PGE_2_ matured vaccine DCs are successful in Th1 priming, despite a lack of IL-12–producing capacity (29, 30). This was also reported for BM-DC immunization of *Leishmania major*–challenged mice, where IL-12 production by BM-DCs was not required and, rather, recipient IL-12 was mandatory. The recipient source of IL-12 was not identified (31). The same group showed that immunization with antigen-pulsed Langerhans cells strictly required their ability to produce IL-12 (63), indicating that the source of IL-12 required for optimal Th1 polarization changes depending on the DC subset. Although IL-12p70 production by vaccine DCs correlates with better immune responses in tumor patients (64–66), it remained open whether this vaccine DC–derived IL-12p70 promotes adaptive T cell responses or acts locally on innate NK cells, as observed in toxoplasma infection (67). Another clinical study shows a positive correlation between IL-12p70 production by the DCs before intranodal injection and the time to progression. However, the IL-12p70 production does not correlate with the IFN-γ ELISPOT responses of the CD4^+^ or CD8^+^ T cells of the patients (68). These findings also argue for a T cell–independent benefit of IL-12p70 production by the DCs for the patients. Of note, this intranodal injection does not require DC migration to the lymph nodes, and DCs may not have to decide between migration or cytokine secretion programs (32). Others found a positive correlation between IL-12p70 production by the DCs before i.v. injection and the time to progression, as well as the IFN-γ/IL-13 and IFN-γ/IL-5 ratios of CD8^+^ T cells, but not CD4^+^ Th1 (69). Thus, although the patients benefit from IL-12p70 production by vaccine DCs, a direct effect of vaccine-derived IL-12p70 on Th1 induction remains to be shown. Both studies (68, 69) used MoDCs, which are the human correlates to our murine BM-DCs (17) but differ from our setting by their intranodal or i.v. injection.

Other studies have shown IL-12–independent Th1 priming pathways, such as TNF receptor family members CD27 and OX40 on T cells interacting with their ligands CD70 and OX40L (70, 71). In our study, IL-12 production strongly supported Th1 polarization, and the XCR1^+^ migratory cDC1s were the mediators of this function. These cells appear to take over the Th1 polarization function from the injected BM-DCs at a later stage of the T cell response, when the initial antigen presentation phase is terminated and T cells enter their proliferative phase (42).

Interestingly, we also find that CD103^+^XCR1^+^ resident cDC1s were required for antigen presentation later in the T cell response, indicating antigen transfer from the injected BM-DCs. This is not caused by handover of antigen to CD103^+^XCR1^+^ migratory cDC1s in the skin, as observed for injected apoptotic DCs (72, 73), since no T cell priming or polarization occurred when antigen-loaded *Ccr7*^–/–^ BM-DC were used for immunization. Several mechanisms of antigen transfer between different DC subsets have been suggested — for example, via trogocytosis (74) or via exosomes (75) — and both pathways have been implicated in the transfer of peptide-bound MHC molecules and costimulatory molecules. Studies on viral models such as herpes simplex virus (HSV) have shown that viral antigens are handed over to XCR1^+^ lymph node–resident cross-presenting DCs for an optimum CTL response (56, 76). The requirement for endogenous DCs to support optimal CD4^+^ T cell responses by DC-DC contacts in lymph nodes has been observed before, but the endogenous DC subset was not identified and further bystander function for Th1 polarization was not investigated (77). Our data suggest that migrated BM-DCs transfer antigen and Th1 polarizing information specifically to XCR1^+^ bystander–activated DCs in the lymph node.

In the context of CpG adjuvanted immunization relying exclusively on endogenous DCs, large numbers of monocytes are mobilized to lymph nodes (78, 79), and MoDCs were identified as the major source of IL-12, supporting CD4^+^ and CD8^+^ T cell responses (80). We show that the XCR1^+^ DC subset is required for Th1 polarization, which highlights the importance of identifying the roles of different DC subsets depending on the context. Here, for CD4^+^ Th1 polarization, it comes as no surprise that XCR1^+^ cDC1s are the subset interacting with vaccine DCs, since they were shown to be the major IL-12–producing subset under Th1 priming conditions in different tissues (81, 82).

Here, we evaluated how the transcriptome of steady state MHC-II^hi^ cDC1s changes after generation of Th1 priming bystander DCs. During the steady state, MHC-II^hi^ DCs within lymph nodes represent tolerogenic migratory DCs (steady state migratory DCs; ssmDCs) that appear as a semimature stage with upregulated levels of nuclear RelB and surface MHC-II, CD86, CD40, and CCR7 molecules. However, all of these markers are expressed lower, as compared with pathogen- or inflammation-matured migratory DCs (5, 7, 83). In addition, ssmDCs express a TGF-β to induce Tregs, whereas pathogen-matured DCs produce proinflammatory cytokines to polarize CD4^+^ Th cell responses (33, 84). The dermal ssm-cDC1 subset, identified by expression of XCR1, CD103, and Langerin, has been characterized transcriptionally and revealed a matured phenotype with expression of RelB, IL-12p40, and CCR7 (84). Functionally, we found earlier that the ssm-cDC1s converted naive CD4^+^ T cells into Foxp3^+^ peripheral Tregs in a TGF-β–dependent manner in the skin draining lymph nodes (5). This TGF-β signature was later confirmed at the transcriptome level (84). We found that immunogenic bystander cDC1s did not markedly upregulate typical RNA signatures or markers for DC maturation; however, the transcriptional TGF-β signature decreased. This indicates that functionally tolerogenic XCR1^+^ ssm-cDC1s may be reprogrammed in the lymph node to become immunogenic bystander DCs. Functional plasticity of ssm-Langerhans cells had been shown before by their continued capacity to internalize antigens after migration into the draining lymph nodes (85). Our previous data show that BM-DCs that were matured with the inflammatory stimulus TNF maintained maturation plasticity, since they could be further stimulated by LPS in vitro to release IL-12p70 or in vivo by endogenous stimuli after s.c. injection to polarize for Th1 responses (33) instead of inducing tolerance by i.v. injection (86). Together, the transcriptional changes in bystander cDC1s indicate that they downregulate tolerogenic steady-state functions and become activated to induce Th1 responses. The data provide evidence that XCR1^+^ lymph node–resident cDC1s can undergo functional reprogramming and activation into mature bystander DCs by LPS from the migrated BM-DCs or other bystander signals sensed in the lymph node that appeared inflamed with increased cellularity.

Our data indicate that only IL-12 production by endogenous cDC1 in the draining lymph nodes, but not the injected DCs, instructs Th1 polarization. The exocytosis of IL-12 is mediated by the SNARE family member VAMP7 (87). Among the upregulated genes, we identified *Tmem79*, which is reported to be involved in exocytosis (44). It remains to be tested whether *Tmem79* also is involved in this process.

A significant increase in *IL12a* and *IL12b* gene expression by quantitative PCR (qPCR) that we detected specifically in XCR1^+^ migratory DCs after BM-DC immunization was not observed by RNA-seq. While the low number of DCs used for sequencing can attribute to such a discrepancy, it is also possible that the bystander activation signal was diluted by the remaining steady-state XCR1^+^ migratory cDC1s that still carry out their tolerogenic functions. Such a heterogeneity has been observed by single cell sequencing among LPS-stimulated spleen cells, where the DCs clustered differently when compared with the existing marker-based classification (88). Using our defined transcriptional signature for bystander-activated XCR1^+^ migratory cDC1s, it might be possible to distinguish them from their steady-state counterpart and specifically target them for enhancing DC vaccination protocols.

In conclusion, our data suggest that Th0 priming strictly requires the vaccine DCs but endogenous bystander DCs for IL-12p70 production and Th1 polarization in the OVA/OT-II model (Supplemental Figure 4). Only the CCR7^–^ resident, and not the migratory fraction, of the XCR1^+^ cDC1 subset acquired bystander function. Although DC phenotypes and functions in the lymph nodes may change in mice with established tumors or ongoing infections, these findings may be of translational importance but require confirmation in mouse tumor models and human DC vaccination studies in immunocompromised tumor patients.

## Methods

Supplemental Methods are available online with this article.

### Study approval

All animal experiments were performed according to the German animal protection law, as well as after approval and under control of the local authorities.

## Author contributions

MBL and FE designed the experiments; DA, PA, and VP conducted experiments and acquired data; DA, PA, KUF, and FE analyzed data; AB and TK provided reagents; and DA and MBL wrote the manuscript.

## Supplementary Material

Supplemental data

## Figures and Tables

**Figure 1:**
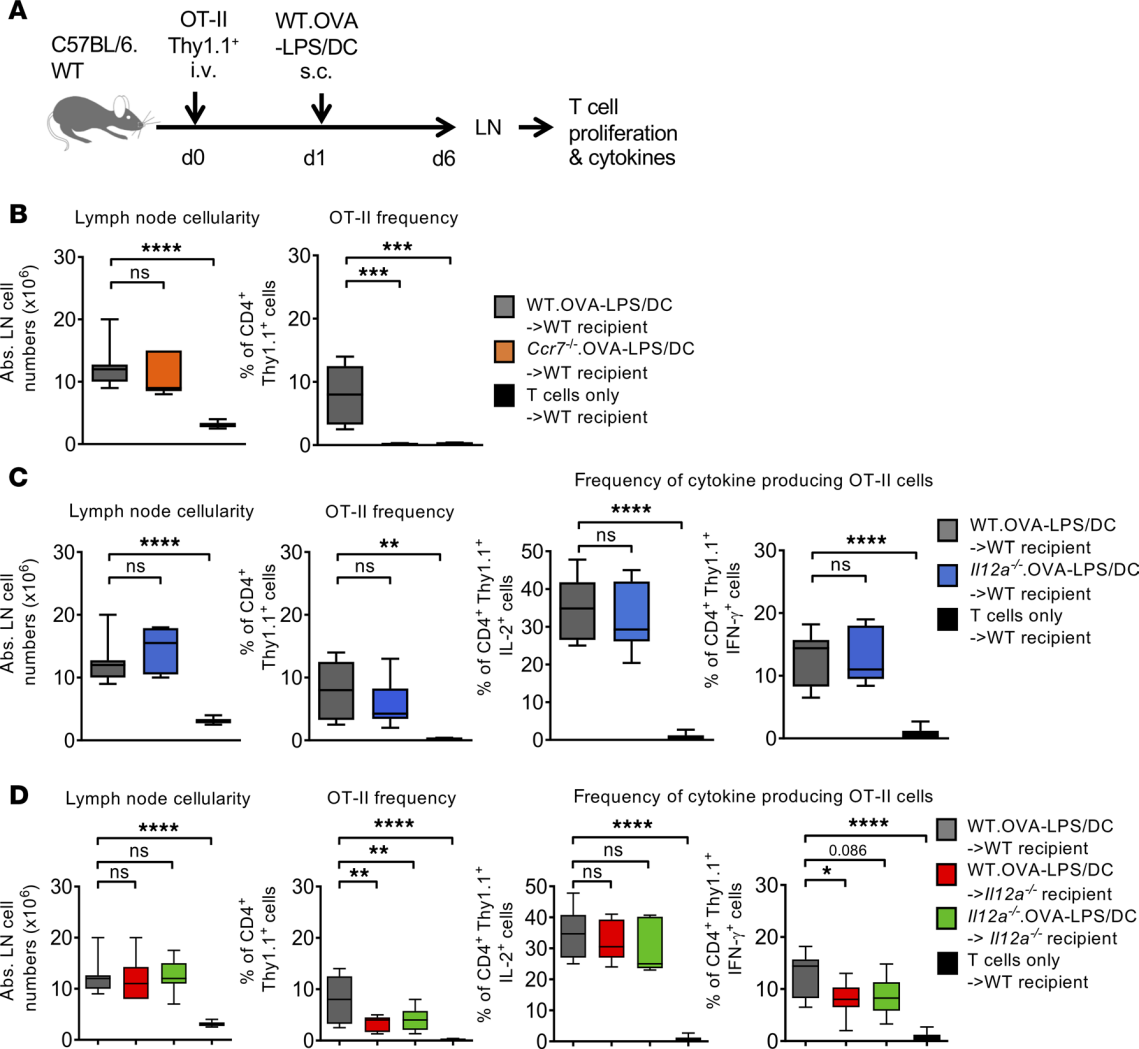
Efficient DC vaccination IL-12p70 production by endogenous DCs rather than injected BM-DCs. (**A**) OT-II^+^Thy1.1^+^ T cell priming analyzed after 6 days of OVA-loaded (10 μM), LPS-matured (0.5 μg/mL) BM-DC (WT.OVA-LPS/DC) s.c. footpad injection. (**B**) Graphs comparing lymph node cell counts and frequency of injected OT-II^+^Thy1.1^+^CD4^+^ T cells after s.c. injection of WT.OVA-LPS/DC (gray bars) or *Ccr7*^–/–^ OVA-LPS/DC (orange bars) compared with T cell injection alone (black bars). (**C**) Graphs comparing lymph node cell counts, frequency of injected OT-II^+^Thy1.1^+^CD4^+^ T cells, and percentage of the cytokine-producing cells after s.c. injection of WT.OVA-LPS/DC (gray bars) or *Il12a^–/–^* OVA-LPS/DC (blue bars) both into C57BL/6 WT recipient mice compared with T cell injection alone (black bars). (**D**) Graphs comparing lymph node cell counts, frequency of injected OT-II^+^Thy1.1^+^CD4^+^ T cells, and percentage of the cytokine=producing cells after s.c. injection of WT.OVA-LPS/DC into WT recipient mice (gray bar), WT.OVA-LPS/DC into *Il12a*^–/–^ recipient mice (red bars), and *Il12a*^–/–^ OVA-LPS/DC into *Il12a*^–/–^ recipient mice (green bars), compared with T cell injection alone (black bars). Data are representative of 3 independent experiments analyzing at least 5 mice per group. One-way ANOVA with multiple comparisons and Tukey’s post hoc test; *P < 0.05, **P < 0.01, ***P < 0.005, ****P < 0.001.

**Figure 2:**
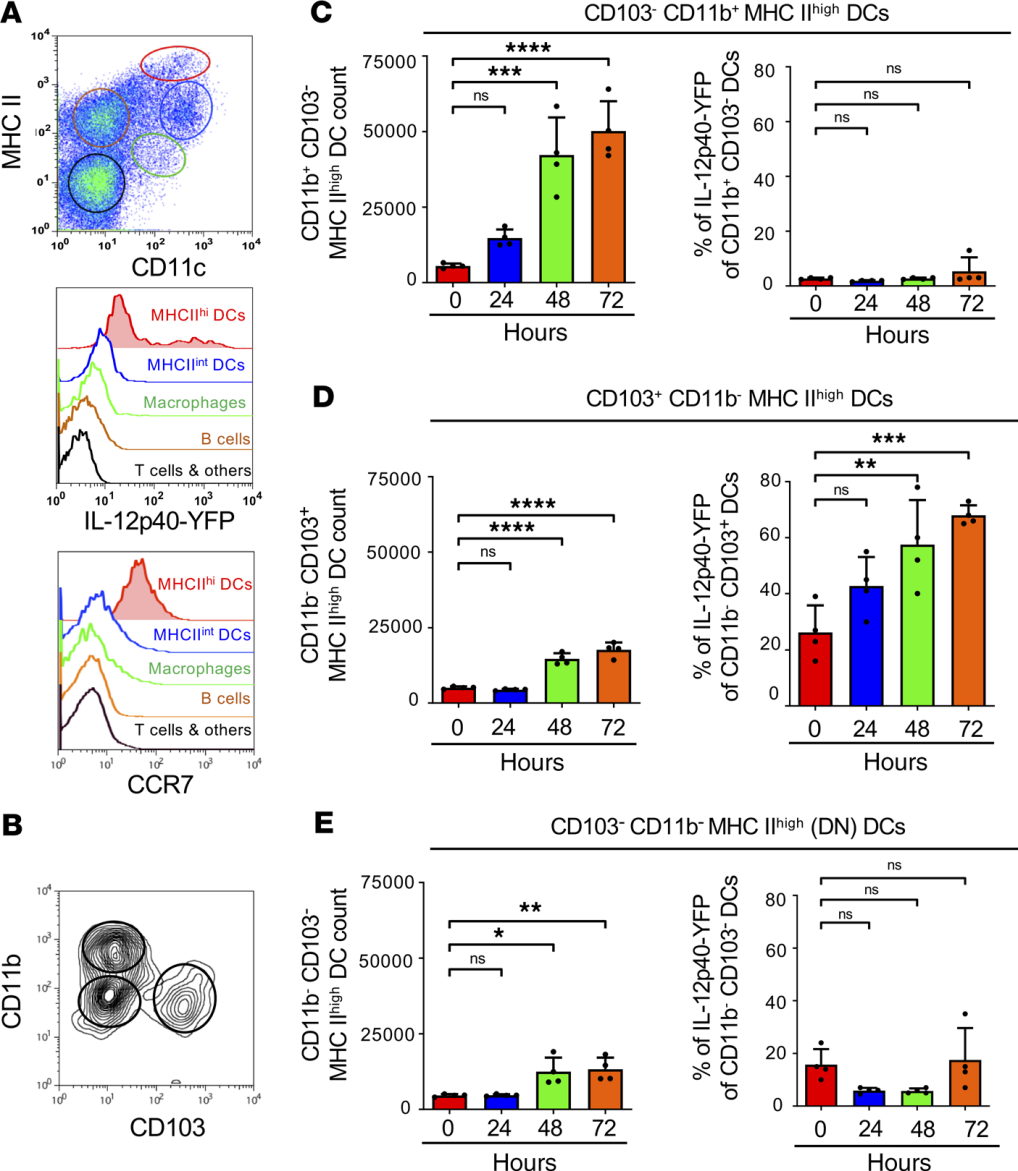
Endogenous MHC-II^hi^CD103^+^XCR1^+^Langerin^+^CD11b^lo^ DCs are the main producers of IL-12p40 after DC vaccination. (**A**) Representative flow cytometry plot of popliteal lymph nodes subpopulations gated based on their expression of CD11c and MHC-II in a *Yet40* reporter mouse (upper panel) and histogram plots of IL-12p40–YFP production and CCR7 expression of each subpopulation (lower panels). (**B**) Gating strategy to identify CD11c^+^MHC-II^hi^ DC subsets. (**C–E**) Graphs showing absolute counts of CD11c^+^MHC-II^hi^ DCs (left panels) and percentage of IL-12p40–YFP producing cells from CD11b^+^ dermal DCs (**C**) CD103^+^ dermal DCs (**D**) and DN DCs (**E**) (right panels) after s.c. injection of WT.LPS/DC into *Yet40* recipient mice (24-, 48-, 72-hour time points). Data are representative of 3 independent experiments analyzing at least 5 mice per group. One-way ANOVA with multiple comparisons and Tukey’s post hoc test; *P < 0.05, **P < 0.01, ***P < 0.005, ****P < 0.001.

**Figure 3:**
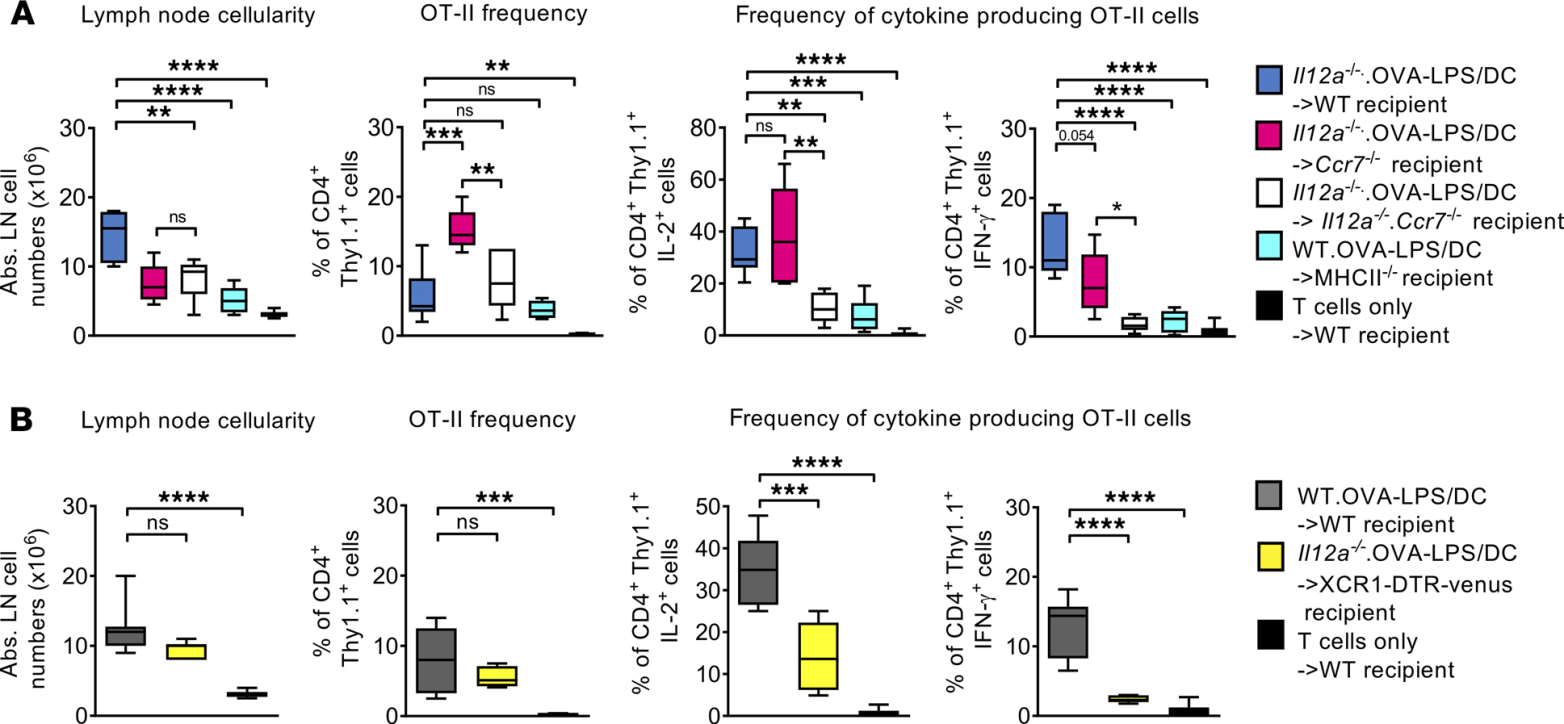
Endogenous CD103^+^XCR1^+^ resident DCs are required for antigen presentation and Th1 polarization. (**A**) Graphs comparing lymph node cell counts, frequency of injected OT-II^+^Thy1.1^+^CD4^+^ T cells, and percentage of the cytokine-producing cells after s.c. injection of *Il12a*^–/–^ OVA-LPS/DC into WT mice (blue bars), *Il12a*^–/–^ OVA-LPS/DC into *Ccr7*^–/–^ recipient mice (red bars), *Il12a*^–/–^ OVA-LPS/DC into *Il12a^–/–^*Ccr7^–/–^ mice (white bars), or WT.OVA-LPS/DC into *MHC-II^–/–^* (turquoise bars) recipient mice compared with T cell injection alone (black bars). (**B**) Graphs comparing lymph node cell counts, frequency of injected OT-II^+^Thy1.1^+^CD4^+^ T cells, and percentage of the cytokine-producing cells after s.c. injection of WT.OVA-LPS/DC into WT recipient mice (gray bar) or *Il12a^–/–^* OVA-LPS/DC into XCR1-DTR-Venus recipient mice (yellow bars) compared with T cell injection alone (black bars). Data are representative of 2 independent experiments analyzing at least 5 mice per group. One-way ANOVA with multiple comparisons and Tukey’s post hoc test; *P < 0.05, **P < 0.01, ***P < 0.005, ****P < 0.001.

**Figure 4:**
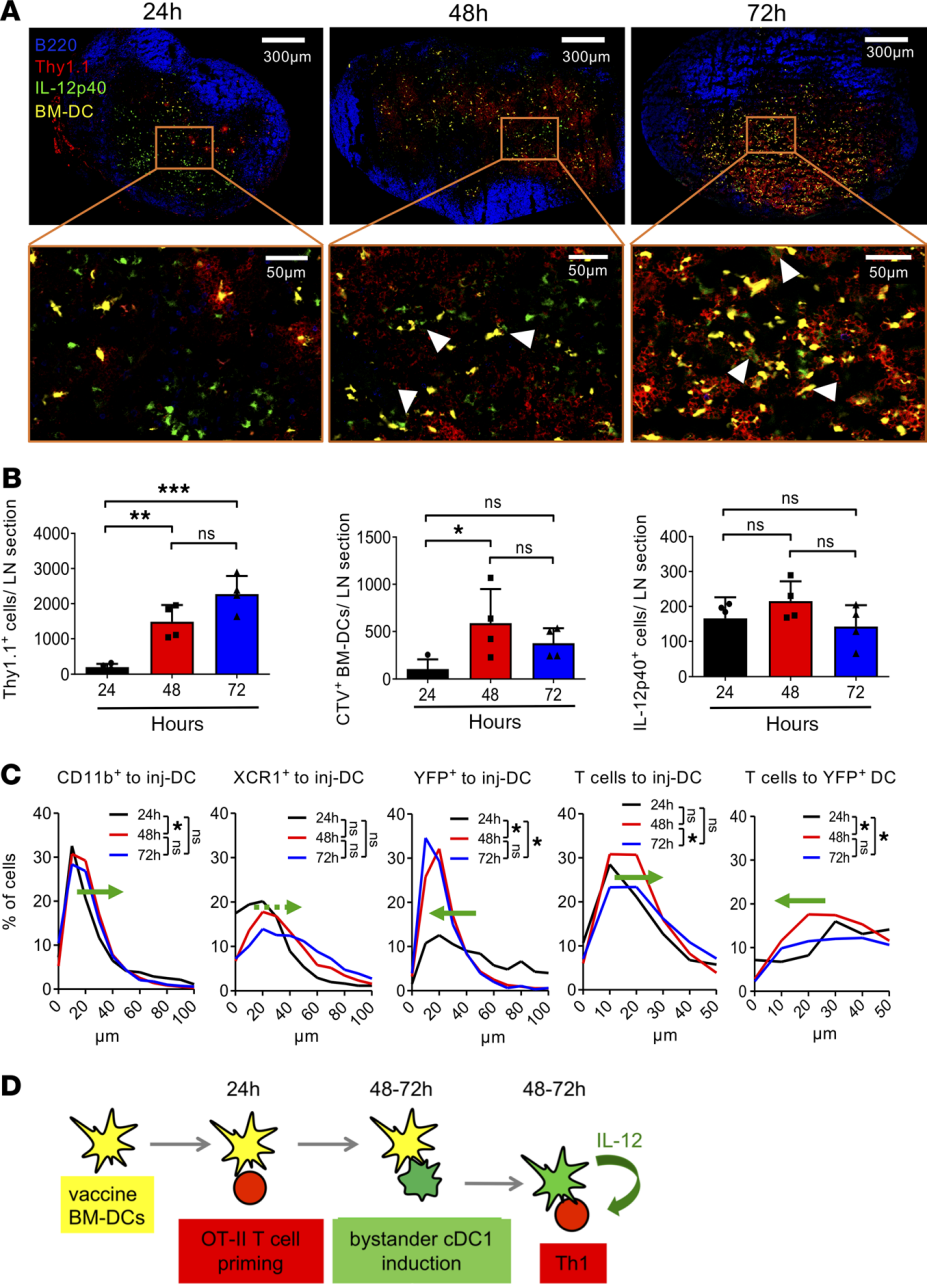
YFP^+^XCR1^+^ DCs interact with injected DCs and antigen-specific T cells at later time points. (**A**) Representative immunofluorescence microscopy images of whole popliteal lymph nodes sections (upper row) and magnification of the T cell area after of OT-II^+^Thy1.1^+^ T cell injection (red) + CTV-labeled *Il12a^–/–^* OVA-LPS/DC s.c. injection (yellow) into IL-12p40–YFP mice (green cells) (24, 48, or 72 hours after injection). White arrowheads point to the points of interaction between injected yellow DCs and YFP endogenous green DCs. (**B**) Graphs showing number of OT-II^+^Thy1.1^+^ T cells, CTV-labeled OVA-LPS/DC, and YFP^+^ endogenous DCs/popliteal lymph node cut 24, 58, 72 hours after DC injection. (**C**) Graphs showing the relative distance of CD11b^+^ cells, XCR1^+^ cells, and YFP^+^ cells to CTV-labeled OVA-LPS/DC in the peripheral lymph nodes 24, 48, or 72 hours after DC injection. Graphs showing the relative distance of OT-II^+^Thy1.1^+^ T cells to CTV-labeled OVA-LPS/DC or to YFP^+^ endogenous DCs in the peripheral lymph nodes 24, 48, or 72 hours after DC injection. Green arrow indicates the distance shift at 48 and 72 hours compared with 24 hours. Data are representative of 2 independent experiments analyzing at least 4 mice per group. One-way ANOVA with multiple comparisons and Tukey’s post hoc test; ***P < 0.0001, **P < 0.001, *P < 0.05. (**D**) Model about the time kinetics of cellular interactions suggested by the microscopic analyses.

**Figure 5:**
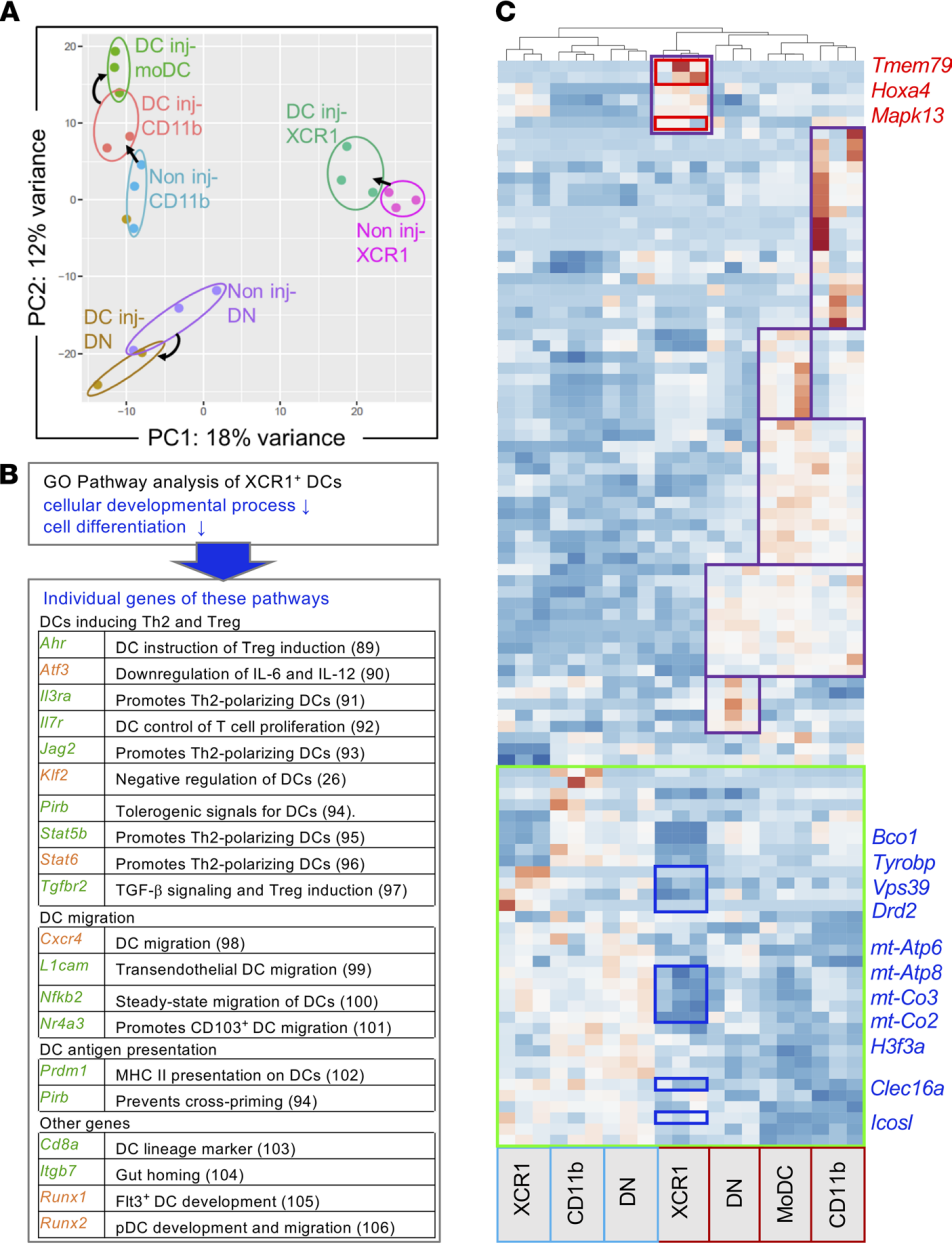
Endogenous migratory DC subsets have distinct transcriptional changes after bystander activation by BM-DC injection. (**A**) PCA for XCR1^+^, CD11b^+^, and XCR1^–^CD11b^–^ endogenous CD11c^int^MHC-II^hi^ DCs from popliteal lymph nodes before and 48 hours after immunization, and CD11b^+^CD64^+^Ly6C^–^ MoDCs compared with CD11b^+^ DCs after immunization. (**B**) Genes downregulated in XCR1^+^ DCs 48 hours (*P* < 0.05) after immunization according to the GOrilla analysis tool. Green color, down in XCR1^+^ DCs only; orange color, down in XCR1^+^ DCs and MoDCs (89–106). (**C**) Heatmap of the 112 genes that are at least 1.5-fold differentially expressed in one comparison (red, upregulated; blue, downregulated). Plotting was done using Clustvis web tool; clustering was performed using Pearson’s correlation and average linkage.

**Figure 6:**
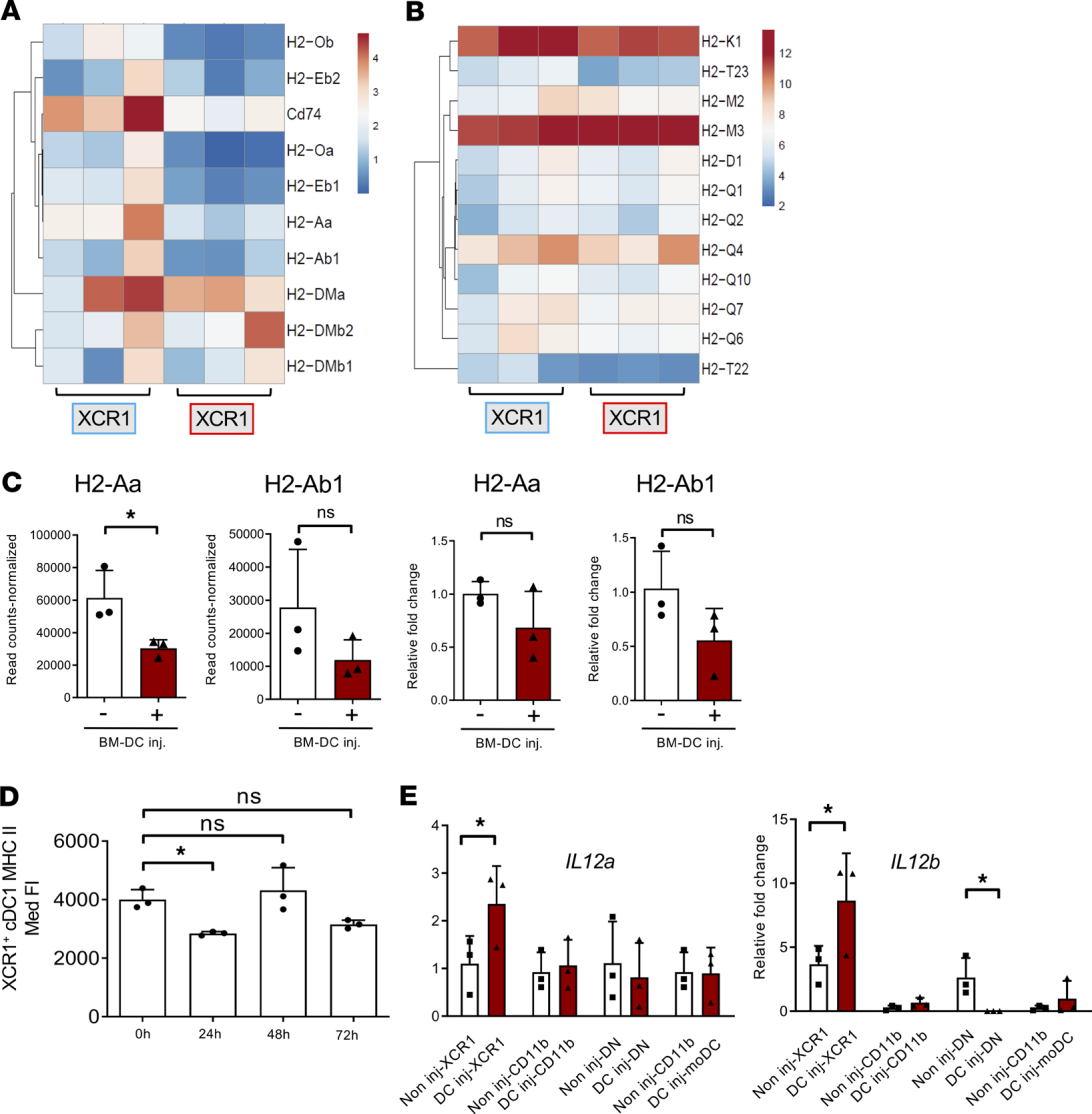
Loss of MHC-II but not MHC-I genes and acquisition of IL-12 production by bystander cDC1s. (**A** and **B**) Heatmap plots for the differential expression of MHC-II (left panel) and MHC-I (right panel) genes in the XCR1^+^CD11c^int^MHC-II^hi^ cDC1 subset before and 48 hours after immunization. (**C**) Normalized read counts (left panel) and relative fold change (right panel) by qPCR in the XCR1^+^ CD11c^int^MHC-II^hi^ cDC1 subset before and 48 hours after immunization. (**D**) Median fluorescence intensity of MHC-II on XCR1^+^CD11c^int^MHC-II^hi^ cDC1s before and 24, 48, 72 hours after BM-DC immunization. (**E**) qPCR analysis of *Il12a* and *Il12b* expression in all sorted DC subsets before and after 48 hours of immunization; *n* = 3; data represent mean ± SEM. (**C** and **E**) Unpaired, 2-tailed Student’s *t* test; *P < 0.05. (**D**) One-way ANOVA with multiple comparisons and Tukey’s post hoc test; *P < 0.05.

How the deposited data were processed for this re-analysis (not part of the article)

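RNA was measured in 21 libraries of 100 sorted lymph node DCs each. XCR1+ cDC1s, CD11b+ cDC2s and DN DCs from naive mice and from mice 48 hours after BM-DC injection, and MoDCs from injected mice, had 3 libraries per group. The deposited table gives the authors' raw counts, with no normalization, for 21963 protein-coding genes with their Ensembl identifiers and symbols, 23 of which share a symbol with another gene. The submitters' notes name bcl2fastq, cutadapt 1.16, STAR and bedtools and the build GRCm38 p5, without parameters. They do not state how overlapping genes or the strand were treated, so the counts of genes that overlap others are uncertain. All 21 columns of counts were used.

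Groups follow the sample titles. In 9 libraries, the cDCs of injected mice, the subset entry of the labels names another subset than the title; the analysis was repeated with that entry as an alternative. The replicate numbers I, II and III did not pair libraries across groups.

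Analyses were run in R 4.3.3. Genes were filtered with filterByExpr of edgeR 4.0.16 (minimum count 10, minimum total count 15), which kept 13505 genes, scaled by TMM and fitted in one quasi-likelihood model with 7 group means. The comparisons were injected against naive in each of the 3 cDC subsets, MoDCs against naive and against injected CD11b+ cDC2s, the naive subsets against each other, and the difference of the XCR1+ response from the CD11b+ and from the DN response. A gene was called at a Benjamini-Hochberg adjusted p under 0.05 and a fold of at least 1.5, the minimum the legend of Fig. 5C gives, and for differences of responses at the adjusted p alone. The paper's text does not name the test behind its gene counts, and its Supplemental Methods were not used here. The standard error of a log2 fold change is its size divided by the square root of F. Levels are CPM with TMM factors, and normalized counts are these at the geometric mean library size. Single genes plotted as normalized counts were compared with a two-sided exact permutation test, whose smallest p for 3 against 3 is 0.1.

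Genes are named by a rule. Per comparison, it takes up to 8 higher and 8 lower called genes with the largest change, with all libraries of one group beyond those of the other and a mean of at least 10 CPM, then every gene the paper names for the comparison, up to 4 members with the smallest p of each gene list described, and the genes of the sort markers. The comparisons, tests, thresholds, gene lists, this rule and the alternatives marked as planned were chosen before the data were examined. Some lists hold genes that the paper names as lower in these samples, such as Cxcr4, L1cam, Pirb and mt-Co3. Those lists are not independent evidence for the paper's results.

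The 20 gene lists cover MHC-II, MHC-I, MHC-I peptide loading, the type I interferon response, the interferon gamma response, Th1 instruction and costimulation, DC maturation, TGF-β signaling and Treg induction, Th2 promotion by DCs, mitochondrially encoded respiratory chain genes, nuclear encoded ATP synthase and cytochrome oxidase, histones, nucleosome assembly factors, proliferation, immediate early and cell handling stress genes, inflammatory cytokines and chemokines, DC migration and adhesion, autophagy and the lysosome, glycolysis, and ribosomal proteins. They were tested with camera of limma 3.58.1 at a preset correlation of 0.01, with Benjamini-Hochberg adjustment over the 80 tests of 20 lists in 4 comparisons, and again with an estimated correlation and with fry, which asks whether the genes of a list move one way on balance. Of the 80 tests, 33 passed with the preset correlation, 1 with an estimated correlation and 7 with fry. In 99 other groupings of the samples up to 33 passed with the preset correlation.

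Principal components were taken from log2 CPM with a prior count of 2 over the 500 most variable genes, and distances between libraries over all filtered genes. The alternatives were DESeq2 1.42.0, RLE and upper-quartile factors, limma-voom with sample quality weights, no filter and a stricter filter, only the 2 groups compared, the replicate number as a block, no fold minimum, an unadjusted p, mitochondrially encoded genes left out, the other label entry, and each library of a comparison left out in turn. RLE and upper-quartile factors moved the median log2 fold change of all genes by 0.055 at most. A fold against a group with 0 counts was computed against a floor of 3 counts over the group. The pipeline was tested on simulated data with known changes. GO enrichment was not repeated, since no annotation of terms was at hand, and the flow cytometry and PCR data of the paper were not analysed here.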

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

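Tests chosen only after the results were seen are those that left out Tgtp1 and Tgtp2, the comparisons with markers of NK cells and T cells, and both comparisons of the sample labels. The genes named here passed the test, with all libraries of one group beyond those of the other, and stand out because the paper does not discuss them.

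In XCR1+ cDC1s, S100a4 fell by 1.20 on the log2 scale (adjusted p = 0.047 from edgeR), and lost its call without the naive library II or III or any injected library. In CD11b+ cDC2s 6 genes rose, Cytip (log2 fold change 1.73), Pkib (3.16), Plgrkt, a plasminogen receptor gene (1.57, adjusted p = 0.038), Olfr56 (2.24), Tgtp1 (2.40) and Tgtp2 (2.15, adjusted p = 0.028). Olfr56 spans Tgtp1 and Tgtp2, so these 3 may count the same reads; without Tgtp1 and Tgtp2 the interferon gamma list had a median of 0.28 in these cells. Plgrkt lost its call without any naive library or the injected library I or II, and Cytip kept it with each library left out but not with only the 2 groups in the fit.

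In DN DCs the genes that rose were Nuak2, a kinase (2.42), Ifi209 (2.26), Vim (1.95), Cytip (1.92), Plxna4 (3.02), Rab6a, a GTPase of the Golgi that overlaps Mrpl48 (4.35), Plat (5.19) and Stxbp6 (2.56). Those that fell were Fam110a (-2.72), the protease gene Napsa (-2.28), Clk4 (-1.51), Evi2b, which overlaps Nf1 (-3.73), Phf11a (-1.76), Rac2 (-3.88) and Tsc22d3, a glucocorticoid-induced gene also called GILZ (-1.57), with adjusted p from 4.1e-04 to 0.043. Of the 17 called genes named in this comparison, 5 kept their call with each library left out, Ifi209, Vim, Cytip, Clk4 and mt-Cytb, and 0 of these 5 with only the 2 groups in the fit. The injected library II ended the calls of Nuak2, Fam110a, Napsa, Evi2b, Phf11a, Rac2 and Tsc22d3 when left out, and III those of Nuak2, Fam110a, Napsa, Rab6a, Phf11a and Rac2. The naive library I ended those of Nuak2, Plxna4, Rab6a, Plat, Phf11a, Rac2 and Tsc22d3, II those of Nuak2, Rab6a, Phf11a and Rac2, and III those of Nuak2, Plxna4, Rab6a, Plat, Stxbp6, Phf11a, Rac2 and Tsc22d3.

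In MoDCs against naive CD11b+ cDC2s the genes that were higher were Plxna4 (2.83), Plat (5.34), Pkib (3.09), Olfr56 (3.05), Tgtp1 (3.19), Tgtp2 (3.02), Ifi47 (2.65) and Stxbp6 (2.40). Those that were lower were the lysosomal carrier gene Slc46a3 (-1.63), Sspo (-5.02), Fam53b, which overlaps Fgfr2 (-1.79), Tnni2 (-2.19), Zc3h12c, which encodes an endonuclease that restrains inflammation (-2.06), and Atxn1, which overlaps Gmpr (-2.34), with adjusted p from 3.1e-04 to 0.049. Against injected CD11b+ cDC2s Hmgn3 was higher (1.06), and its call ended without any of the 6 libraries. Left out, the MoDC library I ended the calls of Slc46a3 and Atxn1, II those of Slc46a3, Sspo, Tnni2, Pkib and Atxn1, and III those of Slc46a3, Plxna4, Sspo, Tnni2, Ifi47, Stxbp6 and Atxn1. The naive library I ended those of Sspo, Tnni2, Pkib, Ifi47, Stxbp6 and Atxn1, II those of Slc46a3, Plxna4, Sspo, Tnni2 and Ifi47, and III those of Slc46a3, Plxna4, Sspo, Plat, Pkib, Ifi47 and Stxbp6.

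Tests of the difference between responses passed for 1 gene and, with the preset correlation, for 4 lists. Chance cannot be excluded for the 1 gene, since 21 of 100 splits called as many. Ifi209 had a difference of -2.52 between the XCR1+ and the DN response, which lost its call when any of the 5 libraries already named for it was left out. Against the CD11b+ response, the XCR1+ response was lower for mitochondrially encoded genes (median -0.20, adjusted p = 0.014 from camera), nuclear encoded ATP synthase and cytochrome oxidase genes (-0.40, adjusted p = 0.0017) and ribosomal protein genes (-0.35, adjusted p = 2.3e-07), and against the DN response for ribosomal protein genes (-0.52, adjusted p = 8.9e-09). With an estimated correlation the adjusted p was 0.84 for each of these 4 lists.

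List calls with the preset correlation are weak evidence here. Of the 33 that passed, 1 passed with an estimated correlation, and in other groupings of the samples the preset correlation passed up to 33. In XCR1+ cDC1s the interferon gamma response was higher (median 0.41, adjusted p = 0.24 with an estimated correlation). Nuclear encoded ATP synthase and cytochrome oxidase genes were lower (-0.21; 0.63), as were immediate early and cell handling stress genes (-0.41; 0.49) and ribosomal protein genes (-0.36; 0.37). The immediate early call ended without the naive library II or III or the injected library II (median -0.21), and the nuclear encoded one without the naive library I or the injected library III.

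In CD11b+ cDC2s the higher lists were the type I interferon response (0.47; adjusted p = 0.35 with an estimated correlation), the interferon gamma response (1.06; 0.16), Th1 instruction (0.88; 0.15), nuclear encoded ATP synthase and cytochrome oxidase (0.23; 0.59) and glycolysis (0.23; 0.40). Calls ended for type I interferon without the naive library II or the injected library I, for Th1 without the naive or the injected library I, for ATP synthase without the naive or the injected library III and for glycolysis without the naive library I or the injected library III. In DN DCs the DC maturation list was higher (0.40; 0.25 with an estimated correlation), a call that ended without the injected library I (0.14).

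In MoDCs against naive CD11b+ cDC2s the higher lists were MHC-I peptide loading (0.32; adjusted p = 0.22 with an estimated correlation), the type I (0.73; 0.16) and interferon gamma response (1.56; 0.025), Th1 instruction (0.98; 0.054), DC maturation (0.36; 0.17), nuclear encoded ATP synthase and cytochrome oxidase (0.16; 0.59), inflammatory cytokines (2.19; 0.054) and glycolysis (0.66; 0.24). Immediate early genes (-0.41; 0.54) and ribosomal protein genes (-0.18; 0.73) were lower. Calls ended for peptide loading without the naive library I, for ATP synthase without the naive library III or the MoDC library II, for immediate early genes without the naive library II (-0.08) or the MoDC library I (-0.22) or III, and for ribosomal protein genes without the naive library I (-0.08) or the MoDC library III (-0.12).

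The interferon gamma response of MoDCs did not rest on Tgtp1 and Tgtp2, since the other 17 genes had a median of 1.53 (p = 2.1e-06 from camera, and 0.0026 with an estimated correlation). The call in CD11b+ cDC2s did rest on them, with a median of 0.28 over the other 17 and no call without them. RNA from NK cells, which the sort gate should leave out but whose markers some libraries held, stays a candidate source. Over the 6 injected CD11b+ and MoDC libraries the list's level and the NK marker sum had a Spearman rho of -0.14 (permutation p = 0.80) and a Pearson r of -0.08 (permutation p = 0.88), but r = 0.68 without the 2 libraries farthest from the median, so this relation cannot be told apart from none with 6 libraries. A response to injection, as the design has it, is a further explanation that was not tested against NK cells.

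The lower level of mitochondrially encoded transcripts in bystander-activated XCR1+ cDC1s was weighed against 3 technical explanations. With library size in the model the median was -0.62 (p = 4.7e-14 from camera, and 0.0052 with an estimated correlation), which argues against library size as the whole cause, although within groups the mitochondrial share and library size were related (r = 0.54, permutation p = 0.015; rho = 0.47, permutation p = 0.046; r = 0.61 without the 2 farthest of 21 libraries). Among 10000 random lists matched on expression, 0 had a median as low (lowest -0.51), which argues against a lower level of all abundant genes. RNA from T cells cannot be told apart from this pattern: T cell markers took 0.0340 ± 0.00385% of counts (SD, n = 3) in naive and 0.0124 ± 0.00998% in injected XCR1+ cDC1s, and their difference of 0.0215% decides nothing, since the markers are a small part of T cell RNA and no table holds their level in pure T cells. Immediate early and cell handling stress genes (median -0.41) and ribosomal protein genes (-0.36) were lower in the same cells, and a difference in handling was not tested. A biological change after injection remains a hypothesis, since it was found and tested on the same samples and RNA quality was not measured here.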

How the results depend on the processing

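The nearest-group measures by pair distance and by means of 2 libraries, RLE and upper-quartile factors for gene lists, the interferon gamma list without Tgtp1 and Tgtp2, and the exact permutation test of Il12b were chosen after the data were seen. Where a value changed, the cause was not tested, except that fewer libraries in a fit leave less information on the spread. Counts of called genes are given in the order XCR1+, CD11b+, DN, MoDCs against naive CD11b+ cDC2s, MoDCs against injected CD11b+ cDC2s, XCR1+ minus CD11b+ response, XCR1+ minus DN response, naive XCR1+ against CD11b+, naive XCR1+ against DN, naive CD11b+ against DN, and the union of the first 4. With edgeR and TMM they were 2, 6, 36, 66, 3, 0, 1, 118, 145, 1 and 92.

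DESeq2 gave 203, 175, 660, 398, 132, 196, 461, 625, 760, 241 and 1168; on simulated data 94 of its 176 calls were false. An unadjusted p with the 1.5-fold minimum gave 768, 798, 1639, 1131, 638, 776, 1411, 1384, 1674, 1013 and 3385. At that p with no fold minimum the first 5 comparisons had 818, 886, 1738, 1252 and 701 genes, where chance alone gives about 675 in each. Limma-voom called 3 genes in XCR1+, 0 of them among the 2 of edgeR, and 172 for naive XCR1+ against DN, 105 of them shared, and gave 26, 18, 190, 20, 5, 0, 243, 4 and 205 for the others; 6 of its 51 calls on simulated data were false. A stricter filter gave 4, 10, 68 and 104 for the first 4, 12 for XCR1+ minus DN, 200, 231 and 4 for the naive subsets and 157 for the union. With no filter, XCR1+ had 4, XCR1+ minus DN 3 and naive CD11b+ against DN 4. Upper-quartile factors gave 0 in XCR1+, and both these and RLE gave 3 for naive CD11b+ against DN. With only the 2 groups in the fit the counts were 0, 0, 1, 20 and 0 for the first 5, 0 for XCR1+ minus DN, 44 and 27 for naive XCR1+ against CD11b+ and DN, and 20 for the union. The union with injected CD11b+ cDC2s as the reference of MoDCs was 46. Leaving out mitochondrially encoded genes or the fold minimum moved no count by more than 1.5 times.

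The replicate block gave 0 in XCR1+, 2 in CD11b+ and 2 for naive CD11b+ against DN, and H2-DMa had 0.0385 in place of -0.02. Replicate numbers do not pair the libraries: over 63 pairs of the same number the residuals had a mean correlation of 0.001, and 10 of 21 libraries correlated best with their own number.

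With the injected cDC libraries grouped by the other label entry, the counts were 184 in XCR1+, 12 in CD11b+, 152 in DN, 68 for MoDCs against injected CD11b+ cDC2s, 59 and 458 for the differences of responses and 319 for the union. In XCR1+ cDC1s the sign reversed for S100a4 (1.35), Ahr (0.46), Atf3 (1.30), Il3ra (0.0877), Cxcr4 (0.87), Nr4a3 (0.96) and Prdm1 (1.06), and in DN DCs for Stxbp6 (-0.18) and Cd274 (-0.19). For XCR1+ cDC1s this grouping uses injected libraries that lay nearer to naive CD11b+ cDC2s, so these values may hold the difference between subsets.

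Leaving out 1 library at a time gave 0 to 4 genes in XCR1+, 1 to 7 in CD11b+, 14 to 119 in DN, 14 to 54 in MoDCs against naive and 0 against injected CD11b+ cDC2s, 0 to 1 and 0 to 19 for the differences of responses from CD11b+ and DN, 53 to 98, 65 to 123 and 0 to 3 for the naive subsets, and 46 to 183 in the union. The difference from the CD11b+ response had 1 gene without the injected XCR1+ library I. The difference from the DN response had 4 and 3 without the naive XCR1+ libraries I and III, 0 without II, 3 and 0 without the injected XCR1+ libraries I and II, 0 without the naive DN library I or II, and 19, 2 and 5 without the injected DN libraries I, II and III.

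The MHC-II median in XCR1+ cDC1s ranged from -1.04 to -0.49 with 1 library left out, and its value of -0.78 was no longer past the threshold with an estimated correlation (adjusted p = 0.35) or fry (0.31). The MHC-I median ranged from -0.11 to 0.14 in XCR1+, -0.16 to 0.0449 in CD11b+ and -0.35 to 0.15 in DN cells. The interferon gamma median ranged from -0.12 to 1.26 in CD11b+ and from -0.36 to 0.31 in DN cells, where it was -0.26 without Tgtp1 and Tgtp2. Ribosomal protein genes ranged from -0.22 to 0.0915 in CD11b+ cells, with 0.0432 under upper-quartile factors, and from -0.13 to 0.31 in DN cells. In XCR1+ cells the ranges were -0.0678 to 0.0833 for nucleosome assembly, -0.40 to 0.00076 for TGF-β, -0.23 to 0.0444 for Th2 and -0.22 to 1.10 for inflammatory cytokines, whose median was negative without the injected library III. Single genes there ranged from -1.20 to 0.0136 (Stat5b), -1.14 to 0.22 (H2-Eb2), -0.35 to 0.21 (H2-DMa, 0.0856 with limma-voom), -0.38 to 0.71 (H2-DMb1) and -0.20 to 0.57 (H2-DMb2). The ratio of injected to naive normalized counts ranged from 0.454 to 0.584 for H2-Aa and from 0.300 to 0.664 for H2-Ab1. Of the 80 list tests, 33 passed, 1 with an estimated correlation and 7 with fry.

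The first component held 9.64% with all filtered genes, 30.4% with a variance stabilizing transformation and 15.3% with a prior count of 5. Of 21 libraries, 10 were nearest to their own group by mean pair distance and 14 by means of 2 libraries, and 17 to their own subset by means of 2. For genes and lists named in the text, leaving out a library kept direction and side of the threshold in 710 cases, ended a call in 169, made one in 14 and reversed a sign in 25. RLE factors ended 2 calls, no filter 2, DESeq2 2 and the fit of only the 2 groups 40. Limma-voom ended 20 and reversed 1 sign, the replicate block 9 and 1, upper-quartile factors 3 and 1, and the other label entry 13 and 9. For lists, an estimated correlation ended 30 calls and fry 24. New calls came from DESeq2 (19), limma-voom (5), the other label entry (5) and a stricter filter (4). No filter, the replicate block and upper-quartile factors made 1 each, and an unadjusted p 30.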

Differences from the paper's values

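A value was taken to differ from the paper's when 1 was more than 1.5 times the other and, where libraries gave an SD, when they also lay further apart than that SD. This wide criterion was applied to the number of changed genes, the variance on the first and second component, and the normalized counts of H2-Aa and H2-Ab1. In the main setting these values do not differ. Values shown in the heatmaps were not compared in this way. For the number of changed genes, 92 stand against the paper's 112 in at least one of the comparisons, at the fold minimum of the legend of Fig. 5C. The paper's text names no test, and its Supplemental Methods were not used here. Of the alternatives set before the data were examined, RLE factors (89), upper-quartile factors (88), no filter (82), a stricter filter (157), the replicate block (86), mitochondrial genes left out (90) and no fold minimum (92) also lie within the criteria. DESeq2 (1168), limma-voom (205), only the groups compared (20), the other label entry (319), an unadjusted p (3385) and MoDCs against injected CD11b+ cDC2s (46) do not. The first component held 14.4% and the second 8.94% of the variance, against about 18% and 12% read from Fig. 5A by eye. With all filtered genes they held 9.64% and 7.77%, and both differ by the criterion. With a variance stabilizing transformation the first held 30.4%, which differs, and the second 17.6%, which does not. H2-Aa had 64622 and 31836 normalized counts, against about 61000 and 30000 read from Fig. 6C, and H2-Ab1 36696 and 15613, against about 28000 and 12000.

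The paper names Mapk13, Tmem79 and Hox4a as upregulated in XCR1+ cDC1s specifically. All 3 had more counts after injection here, but Mapk13 (log2 fold change 1.61, adjusted p = 0.97 from edgeR) and Tmem79 (6.62, adjusted p = 0.43) were not called, and Hoxa4 did not pass the filter. The difference from the CD11b+ response was 5.63 for Tmem79 (adjusted p = 0.73) and -3.03 for Mapk13, and that from the DN response 3.83 and -3.06, with 0 of these called. DESeq2 (adjusted p = 2.2e-04) and limma-voom (0.019) called Tmem79, as did an unadjusted p.

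The paper names Vps39, Clec16a, Icosl, Bco1, Tyrobp and 4 mitochondrially encoded genes as significantly lower. All 9 were lower here. Bco1, with 2 counts in injected and 207 in naive libraries, did not pass the filter, and 0 of the other 8 were called with edgeR, whose smallest adjusted p was 0.30. DESeq2 called Vps39 (2.2e-04), Tyrobp (0.0024), mt-Atp6 (0.0021), mt-Atp8 (2.9e-04), mt-Co2 (3.8e-04) and mt-Co3 (1.4e-04), with 94 false calls among 176 on simulated data, and limma-voom called mt-Co3 (0.036). Clec16a (log2 fold change -1.70, adjusted p = 0.049) and Icosl (-2.70, adjusted p = 0.0014) were called with the injected libraries grouped by the other label entry. That grouping sets the injected libraries titled CD11b against naive XCR1+ cDC1s. These libraries lay nearer to naive CD11b+ cDC2s, so both calls may hold the difference between subsets and do not test the XCR1+ response. With an unadjusted p, Vps39, Clec16a, Tyrobp and the 4 mitochondrially encoded genes were called.

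Of the 19 genes of Fig. 5B, all were lower here, as the paper shows, and 0 were called with edgeR. DESeq2 called Prdm1, Atf3 and Il7r among them, and an unadjusted p Atf3, Cxcr4, Il7r, Klf2, L1cam, Nfkb2, Pirb and Prdm1. Drd2, labelled in Fig. 5C, had 0 counts after injection, at least 78.9-fold lower; limma-voom and an unadjusted p called it. Il12a, which the paper does not find upregulated by RNA-seq, was called by DESeq2 from the counts of 1 library.

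From the PCA of Fig. 5A, the paper describes MoDCs as close to CD11b+ cDC2s and as seemingly further from bystander-activated ones. Over all filtered genes the mean distance was 1.96 to injected and 2.06 to naive CD11b+ cDC2s, and 3 genes against 66 were called. The paper states that the subsets shift in different directions, and tests of the difference called 0 genes between the XCR1+ and CD11b+ responses and 1 between the XCR1+ and DN responses; the correlations of fold changes, between -0.001 and 0.06, cannot show a direction with so few genes called. MHC-I genes, for which the paper reports no reduction, had a median of 0.01, and MHC-II genes were lower with 0 called, as the paper reports.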

Other observations

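Tests chosen only after the result was seen are the comparison of both label entries with the naive libraries and the 3 named for interferon and mitochondrial genes (Tgtp1 and Tgtp2, NK cells, T cells); the other splits of the samples were planned.

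Some inflammatory cytokine genes that the paper does not discuss had higher values in DCs after injection. In MoDCs 14 of 16 had higher values than in naive CD11b+ cDC2s (median 2.19, adjusted p = 0.054 with an estimated correlation), led by Il1rn, the gene of the interleukin 1 receptor antagonist (121 ± 25.0 against 3.02 ± 3.27 CPM, SD, n = 3; log2 fold change 5.34, adjusted p = 0.13 from edgeR). In XCR1+ cDC1s Il1b had 838 counts in 2 of the 3 injected libraries and 0 in the third and in the 3 naive libraries, at least 331-fold higher over the group (adjusted p = 0.093; 4.1e-04 without the injected library III). Il1b was called by DESeq2 (1.6e-09), with either other filter and with the other label entry, and not by limma-voom (0.65) or with the replicate block (0.17). The call with the other label entry may hold the difference between subsets, since its injected libraries lay nearer to naive CD11b+ cDC2s. The list had a median of 0.37 in XCR1+ cDC1s (adjusted p = 0.076 from camera). The list was called without the naive library III (1.10) or the injected library II (0.62), while without the injected library III the median was -0.22. In that library macrophage markers summed to 727 CPM, against 246 and 120 CPM in the injected libraries I and II. The naive XCR1+ libraries had 311, 482 and 141 CPM.

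DC maturation genes had higher values as a group in DN DCs (median 0.40, adjusted p = 0.25 with an estimated correlation) and MoDCs (0.36 and 0.17), and the call in DN DCs with the preset correlation ended without the injected library I. In DN DCs 17 of 25 maturation genes had higher values, with 6 higher and 1 lower called when adjusted over the list alone and 0 over all genes with edgeR. Other markers moved with it. In DN DCs 3 of 11 cDC1 markers were lower at an unadjusted p under 0.05 (median log2 fold change -2.39). So were 3 of 9 T cell (-1.26), 2 of 6 B cell (-3.45) and 1 of 5 Langerhans cell markers (-2.12). Macrophage markers summed to 1565 CPM in the injected library III and neutrophil markers to 64.6 CPM in II. Langerhans cell markers summed to 136, 195 and 387 CPM in the naive and 39.2, 41.5 and 74.5 CPM in the injected DN libraries. The maturation genes with the smallest p include Cd274, which encodes PD-L1 (300 ± 21.7 against 108 ± 45.6 CPM, SD, n = 3; adjusted p = 0.073 from edgeR), Il15ra, which presents interleukin 15 to T cells (408 ± 107 against 213 ± 18.7 CPM; adjusted p = 0.073), and Cd86 (388 ± 143 against 119 ± 73.0 CPM; adjusted p = 0.15). In MoDCs against naive CD11b+ cDC2s Cd80 was at 54.2 ± 8.54 against 9.94 ± 8.51 CPM (adjusted p = 0.23). Gapdh, which overlaps Iffo1, was at 578 ± 101 against 365 ± 65.2 CPM (adjusted p = 0.28), with 13 of 15 glycolysis genes higher. Cd274 was called in MoDCs (log2 fold change 1.53, adjusted p = 0.035), and mt-Cytb fell below naive CD11b+ cDC2s (-0.80, adjusted p = 0.016). Both calls ended without the naive library II or III or the MoDC library II or III, and that of Cd274 also without the naive library I.

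Lists not described elsewhere were not called in XCR1+ cDC1s. These were type I interferon (median 0.04, adjusted p = 0.52 from camera), DC maturation (0.00, 0.30), proliferation (0.58, 0.15) and glycolysis (0.28, 0.71).

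The title and the subset entry of the labels name different subsets for 9 injected cDC libraries. If the entry named the sorted XCR1+ cells, its 3 libraries would lie nearer to naive XCR1+ cDC1s than to naive CD11b+ cDC2s. This was measured over 58 genes that separate these groups, not over all 118 called between them. By this measure 0 of 3 did, and 3 of the 3 titled XCR1 did. This argues against the entry for the XCR1+ libraries and is consistent with the titles. It does not decide between the titles CD11b and DN, since naive CD11b+ and DN cells differed in 1 gene. On the second component the injected libraries titled DN lay between -37.8 and -12.7, beside -30.2 to -25.3 in naive DN DCs, and those titled CD11b between 3.56 and 23.1, beside -7.64 to 12.2 in naive CD11b+ cDC2s, which runs with these titles; an exchange of the 2 was not tested further.

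Splits of 3 against 3 samples number 10, too few for a share under 0.05. The real value and the highest of the other splits were 2 and 1 genes for XCR1+, 6 and 0 for CD11b+, 36 and 2 for DN, 66 and 0 for MoDCs against naive and 3 and 0 against injected CD11b+ cDC2s, 118 and 0 for naive XCR1+ against CD11b+, 145 and 3 against DN, and 1 and 1 for naive CD11b+ against DN. For list medians in XCR1+ cDC1s they were, in size, 0.78 and 0.63 for MHC-II and 0.01 and 0.25 for MHC-I. For the difference from the CD11b+ response, with 0 genes called, splits decide nothing, since all 100 of 100 reach 0 (up to 2). Chance cannot be excluded for the difference from the DN response (1 gene, as many in 21 of 100 splits, up to 9). It can be excluded for the union (92, up to 25, reached in 1 of 100). The number of 33 list calls was reached in 2 of 100, the real grouping included, with a median of 16 in the others. This share is under 0.05, but another grouping also passed 33 lists, so chance is not fully excluded for this number.

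MoDCs and injected CD11b+ cDC2s were each compared with the same naive CD11b+ libraries. Their fold changes had the same sign in 70.5% of genes, against 66.3% in simulations that share the controls, and a covariance of 1.82 against 1.18, a difference of 0.637.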
